# *Drosophila* PDGF/VEGF signaling from muscles to hepatocyte-like cells protects against obesity

**DOI:** 10.7554/eLife.56969

**Published:** 2020-10-27

**Authors:** Arpan C Ghosh, Sudhir Gopal Tattikota, Yifang Liu, Aram Comjean, Yanhui Hu, Victor Barrera, Shannan J Ho Sui, Norbert Perrimon

**Keywords:** obesity, myokine, PDGF, mtor, hepatocyte, VEGF, *D. melanogaster*

## Abstract

PDGF/VEGF ligands regulate a plethora of biological processes in multicellular organisms via autocrine, paracrine, and endocrine mechanisms. We investigated organ-specific metabolic roles of *Drosophila* PDGF/VEGF-like factors (Pvfs). We combine genetic approaches and single-nuclei sequencing to demonstrate that muscle-derived Pvf1 signals to the *Drosophila* hepatocyte-like cells/oenocytes to suppress lipid synthesis by activating the Pi3K/Akt1/TOR signaling cascade in the oenocytes. Functionally, this signaling axis regulates expansion of adipose tissue lipid stores in newly eclosed flies. Flies emerge after pupation with limited adipose tissue lipid stores and lipid level is progressively accumulated via lipid synthesis. We find that adult muscle-specific expression of *pvf1* increases rapidly during this stage and that muscle-to-oenocyte Pvf1 signaling inhibits expansion of adipose tissue lipid stores as the process reaches completion. Our findings provide the first evidence in a metazoan of a PDGF/VEGF ligand acting as a myokine that regulates systemic lipid homeostasis by activating TOR in hepatocyte-like cells.

## Introduction

Specialized organ systems compartmentalize core metabolic responses such as nutrient uptake, nutrient storage, feeding behavior, and locomotion in multicellular organisms. In order to link systemic metabolic status to appropriate physiological responses, information on local metabolic events within each of these organs must be integrated. Inter-organ communication factors play an important role in mediating this process of systemic metabolic integration. For instance, classical metabolic hormones such as insulin and glucagon released from the pancreas, as well as leptin released from the adipose tissue, can act on multiple peripheral and central nervous system targets. While insulin and glucagon define anabolic and catabolic states of an animal, leptin limits food intake in response to adequate energy stores in the adipose tissue (Ahima et al., 1996; Moore and Cooper, 1991; Schade et al., 1979; Tartaglia et al., 1995). In addition to these classical hormones, a number of peptides have been identified that can mediate inter-organ communication axes. For example, adiponectin, adipisin, and asprosin are molecules that are released from the adipose tissue that signal to distant tissues such as muscle/liver and pancreas (Lo et al., 2014; Romere et al., 2016; Yamauchi et al., 2014). IGF1, angiotensin, and IGFBPs are released from the liver and signal to multiple distant organs including adipose tissue, muscle, and kidney (Boucher et al., 2012; Clemmons, 2007; Droujinine and Perrimon, 2016). The role of the skeletal muscle as an endocrine organ has gained special interest lately, primarily due to the beneficial effects of having healthy active muscles toward ameliorating or preventing the pathophysiology of a number of disorders and diseases (Benatti and Pedersen, 2015; Boström et al., 2012; So et al., 2014). A number of skeletal muscle-derived signaling factors (‘myokines’), including Irisin, Myostatin, IL6, Myonectin, and FGF21, have recently been characterized and they signal both locally, and to distant tissues, to control processes as diverse as muscle growth and browning of fat (Boström et al., 2012; Fisher and Maratos-Flier, 2016; McPherron, 2010; Pedersen and Febbraio, 2012; Seldin et al., 2012). Nevertheless, conservative estimates, based on bioinformatic analysis of the skeletal muscle transcriptome and proteomics studies, indicate that skeletal muscles are capable of secreting more than 200 myokines and the vast majority of these proteins are yet to be characterized (Pedersen and Febbraio, 2012). The vertebrate PDGF/VEGF signaling ligands are also secreted from the skeletal muscles; however, the biological roles of muscle-derived PDGF/VEGF ligands remain unknown (Catoire et al., 2014; Henningsen et al., 2010; Raschke et al., 2013).

The PDGF/VEGF family of signaling ligands have co-evolved with multicellularity and are proposed to signal in the context of organisms with tissue-level organization (Holmes and Zachary, 2005). VEGF family ligands, including VEGF-A and VEGF-B, influence metabolic responses such as adiposity, insulin resistance and browning of fat (Elias et al., 2012; Hagberg et al., 2012; Lu et al., 2012; Robciuc et al., 2016; Sun et al., 2012; Sung et al., 2013; Wu et al., 2014). However, mechanisms by which these molecules regulate lipid metabolism are complex and multiple context dependent and confounding models of their action have been proposed (Elias et al., 2012; Hagberg et al., 2012; Lu et al., 2012; Robciuc et al., 2016; Sun et al., 2012; Sung et al., 2013; Wu et al., 2014). Nevertheless, in all these studies the effect of VEGFs on obesity and insulin resistance have been attributed to their roles in modulating tissue micro-vascularization and endothelial cell biology. Similarly, PDGF signaling ligands PDGF-BB and -CC have also been implicated in adipose tissue expansion, glucose metabolism, and thermogenesis in beige fat, by influencing remodeling of tissue vascularization (Onogi et al., 2017; Seki et al., 2016). VEGFs and PDGFs are well-known regulators of vascularization and endothelial cell biology, and tissue vascularization definitely plays an important role in adipose tissue health, inflammation, and ultimately insulin resistance. Nevertheless, signaling to non-endothelial cell types by PDGF/VEGF ligands could play equally important roles in regulating obesity and insulin resistance.

In *Drosophila*, the PDGF/VEGF pathway ligands are encoded by three genes, *pvf1*, *pvf2,* and *pvf3* (Cho et al., 2002; Duchek et al., 2001). Similar to vertebrate PDGFs/VEGFs, these molecules signal through a receptor-tyrosine Kkinase (RTK) encoded by *pvr*. Once bound to the receptor, Pvfs are known to primarily activate the Ras/Raf/ERK intracellular cascade (Duchek et al., 2001; Heino et al., 2001). Phylogenetic analysis of the Pvfs show that Pvf1 is closely related to both VEGFs and PDGFs and most likely plays the dual role of representing both these divergent signaling pathways in the fly (Holmes and Zachary, 2005). Pvf2 and Pvf3 are more ancestral forms of the protein and are phylogenetically distinct with Pvf2 lacking the conserved cysteine necessary for forming the cysteine knot structure characteristic of this family of ligands (Holmes and Zachary, 2005; Kasap, 2006).

Core metabolic organs and signaling mechanisms that regulate metabolic homeostasis are also highly conserved between *Drosophila* and vertebrates (Droujinine and Perrimon, 2016). Metabolic organ systems that are functionally and structurally analogous to the vertebrate adipose tissue, muscle, intestine, and liver exist in *Drosophila* (Gutierrez et al., 2007; Leopold and Perrimon, 2007). The *Drosophila* adipose tissue (also called the fat body) functions as the primary site for lipid storage. The adipose tissue is also the key site for sensing the nutrient status of the animal and coupling it to systemic growth, metabolism, and feeding behavior (Colombani et al., 2003; Grönke et al., 2007). The roles of the liver are shared between the adipose tissue and specialized hepatocyte-like cells called the oenocytes, with the adipose tissue being the primary site of glycogen storage and the oenocytes playing the roles of lipid mobilization and synthesis of specialized lipid molecules (Gutierrez et al., 2007; Makki et al., 2014; Storelli et al., 2019). However, much remains to be learned about the biological roles of the specialized organ systems in *Drosophila* and how they relate to organ systems in vertebrates.

A number of hormonal signals emanating from the *Drosophila* adipose tissue, gut, and muscle have been characterized and shown to play roles as diverse as regulation of insulin and glucagon (AKH in *Drosophila*) release, nutrient uptake in the gut, and mitochondrial metabolism (Chng et al., 2014; Droujinine and Perrimon, 2016; Ghosh and O'Connor, 2014; Rajan and Perrimon, 2012; Song et al., 2017). Components of core metabolic pathways such as the TOR signaling pathway are also highly conserved in the fly and much has been learned about the fundamental principles of the regulation of TOR and its roles in growth and aging from studies in *Drosophila* (Antikainen et al., 2017; Colombani et al., 2003; Kim et al., 2008; Piper and Partridge, 2018). *Drosophila* Pvfs have been primarily studied in the context of their roles in embryonic development, cell motility, and specification of immune cells (Duchek et al., 2001; Ishimaru et al., 2004; Rosin et al., 2004). However, the role of these signaling peptides in metabolism remains less explored.

Here, we identify the *Drosophila* PDGF/VEGF ortholog, Pvf1, as a tubular muscle derived signaling factor (myokine) that regulates systemic lipid stores by inhibiting lipid synthesis. Additionally, by subjecting the metabolically active organ systems that reside in *Drosophila* abdomen (muscle, oenocytes, and adipose tissue) to single-nuclei RNA sequencing (snRNA-Seq), we identify the adult oenocytes to be one of the primary targets of Pvf signaling. We provide further evidence that muscle-derived Pvf1 signals to the oenocytes where it activates the PvR/Pi3K/Akt1/TOR signaling pathway that in turn inhibits lipid synthesis in the organism. We also find that muscle-derived *pvf1* plays an important role in regulating the build up of adult adipose tissue lipid stores in newly eclosed flies. Flies eclose from their pupal case with limited adult adipose tissue lipid stores. Post eclosion they enter a developmental stage that is marked by increased lipid synthesis needed for accumulation of the adipose tissue lipid stores. *pvf1* expression in the muscle increases rapidly during this stage and premature expression of *pvf1* in the muscle interferes with the process of lipid accumulation. Taken together our study indicates that muscle-Pvf1 serves as an inhibitory signal for suppressing de-novo lipid synthesis once the adult adipose tissue has accumulated sufficient lipid stores at the end of the adipose tissue lipid build-up phase. Our snRNA-seq data of the adult abdominal region that includes adipose tissue, oenocytes, and abdominal muscles will also serve as an invaluable resource to further understand the biology of these organs. To facilitate visualization of this rich resource of gene expression profiles, we have created a searchable webtool where users can mine and explore the data (https://www.flyrnai.org/scRNA/abdomen/).

## Results

### Muscle-specific loss of Pvf1 leads to increased lipid accumulation in the adipose tissue and oenocytes

To investigate tissue-specific roles of Pvfs in regulating lipid homeostasis, we knocked down *pvf1*, *pvf2,* and *pvf3* in various metabolically active tissues in the adult male fly using temperature-inducible drivers and looked for effects on the adiposity of the fly. Strikingly, knockdown of *pvf1* in the adult muscle (*mus^ts^>pvf1-i*), but not in other organs such as the gut, adipose tissue, or oenocytes, was associated with a severe obesity phenotype characterized by increased lipid droplet size in the adipose tissue cells (Figure 1A, B and Figure 1—figure supplement 1A). Additionally, the experimental animals showed increased accumulation of lipid droplets in the oenocytes which are normally devoid of or have very few lipid droplets (Figure 1A, B and Figure 1—figure supplement 1A). *mus^ts^>pvf1-i* flies also showed significantly higher levels of whole animal triacylglycerol (TAG) content than control flies (Figure 1C). The increase in total TAG content was observed for two independent RNAi lines against *pvf1* (Figure 1C). The increase in TAG content of *mus^ts^>pvf1-i* flies was more pronounced when flies were challenged with a mildly high-sugar diet (15% w/v added sugar to our standard food) (Figure 1—figure supplement 1B). Note that we used this food condition for all our experiments unless mentioned otherwise. Knocking down either *pvf2* or *pvf3* in the adult muscle did not affect total TAG content of the animals, further demonstrating that the phenotype is specifically associated with muscle-specific loss of Pvf1 (Figure 1D). When fed with ^14^C-U-Glucose for 24 hrs, *mus^ts^>pvf1-i* and control flies showed comparable incorporation of ^14^C in whole fly homogenates (Figure 1—figure supplement 1C), indicating that *mus^ts^>pvf1-i* flies do not eat more than control animals and that the obesity phenotype observed is most likely caused by metabolic defects.

**Figure 1.**
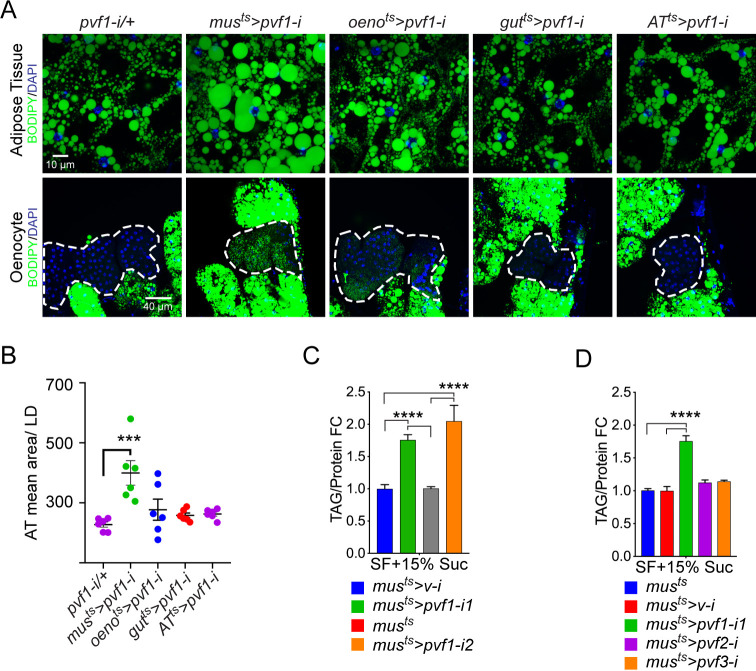
A muscle-to-oenocyte Pvf1 signaling axis protects against obesity. (**A**) BODIPY staining showing neutral lipid accumulation in the adult male adipose tissue (AT) and oenocytes (dorsal abdominal cuticle) of flies in which *pvf1* was knocked down using an RNAi transgene (VDRC: kk102699) specifically in the adult: muscle (*mus^ts^= muscle-Gal4^Gal80ts^*), oenocytes (*oeno^ts^* = *oenocyte-Gal4^Gal80ts^*), gut (*gut^ts^* = *gut-Gal4^Gal80ts^*), and adipose tissue (*AT^ts^* = *AdiposeTissue-Gal4^Gal80ts^*). The RNAi transgene alone is shown as a control. Similar results were observed using a different RNAi line (NIG: 7103 R-2, data not shown). (**B**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in (**A**). Only muscle-specific loss of *pvf1* show a significant increase compared to the control genotype, N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, error bars = SEM. (**C**) Triacylglycerol (TAG) assay showing TAG/protein ratio in adult males in which *pvf1* was knocked down specifically in the muscle. Knocking down *pvf1* using two independent RNAi lines (*pvf1-i1*::VDRC kk102699 and *pvf1-i2*::NIG 7103 R-2) leads to a significant increase in total TAG content of the flies. (*mus^ts^>v-i = muscle-Gal4^Gal80ts^>vermilion* RNAi). (SF+15% Suc = standard lab food supplemented with 15% sucrose w/w). N = 6, Cohorts of eight males were used for each data point. One-way ANOVA followed by Tukey’s HSD test, **** denotes p≤*0.0001*, error bars = SEM. (**D**) Total TAG content of adult males with adult muscle-specific (*mus^ts^*) knockdown of *pvf1*, *pvf2* and *pvf3.* N = 6, Cohorts of eight males were used for each data point. One-way ANOVA followed by Tukey’s HSD test, **** denotes p≤*0.0001*, error bars = SEM.

**Figure 1—figure supplement 1.**
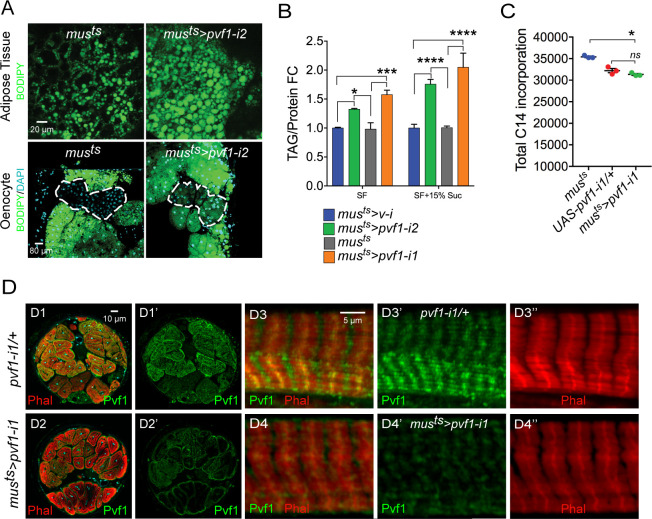
A muscle to oenocyte Pvf1 signaling axis protects against obesity. (**A**) BODIPY staining showing neutral lipid accumulation in the adult male adipose tissue (AT) and oenocytes (dorsal abdominal cuticle) of control (*mus^ts^ = muscle-Gal4^Gal80ts^*) flies and flies with muscle-specific knockdown of *pvf1* (*mus^ts^>pvf1-i2*) (NIG: 7103 R-2) (**B**) Total TAG content of adult males with adult muscle-specific knockdown of *pvf1* (*mus^ts^>pvf1-i2*) (NIG: 7103 R-2) reared on standard lab food (SF) and 15% w/v high-sugar diet (HSD). (SF = standard lab food). (SF+15% Suc = standard lab food supplemented with 15% sucrose w/w). N = 6, Cohorts of eight males were used for each data point. Two-way ANOVA followed by Tukey’s HSD test, * denotes p≤*0.05*, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM. (**C**) ^14^C counts per minute of whole fly homogenates of control (*mus^ts^*) and *UAS-pvf1-i1/+* flies and flies with muscle-specific knockdown of *pvf1* (*mus^ts^>pvf1-i1*) (VDRC: kk102699) that were fed with [U-^14^C]-Glucose for 24 hrs. N = 3, Cohorts of 25 males were used for each data point. One-way ANOVA followed by Tukey’s HSD test, * denotes p≤*0.05*, *ns* denotes Not Significant, error bars = SEM. (**D**) Distribution of Pvf1 protein (anti-Pvf1 antibody:: Green) in the leg muscle of control (*pvf1-i1/+*) (D1, D1’, D3, D3’) flies and flies with muscle-specific knockdown of *pvf1* (*mus^ts^>pvf1-i1*) (VDRC: kk102699) (D2, D2’, D4, D4’). Figures D1, D1’ and D2, D2’ show cross-section of the leg muscle. Figures D3, D3’ and D4, D4’ show transverse section of the leg muscle.

Since the density at which animals are reared can have a significant effect on metabolic parameters such as total protein and total TAG levels, we tightly controlled the rearing conditions for all our experiments (see Materials and methods for more details). We regularly retrieved ~ 30–40 males and an equal number of females from our crosses that were carried out in standard 10 cm food vials. We discarded vials that had an aberrantly low (≤60) or high number (≥80) of adults eclosing from them. The adult adipose tissue dissection, staining, and imaging protocol is quite laborious. This makes inclusion of a large number of controls in every experiment quite difficult. Therefore, we kept the number of control genotypes that were processed in parallel in a given experiment to a manageable number while processing additional control genotypes separately to determine the baseline for lipid droplet size in the adult adipose tissue (Figure 4—figure supplement 3A, B). Overall, we looked at nine control genotypes (*pvf1-i/+* || *oneo^ts^/+* || *oeno^ts^>UAS* empty || *inr^DN^/+* || *tsc2-i/+* || *akt1-i/+* || *Pi3K21B-i/+* || *Pi3K92E-i/+* and *UAS-tsc1, UAS-tsc2/+*) and the average lipid droplet area remained similar in all these controls. The use of GFP overexpression or knockdown of an unrelated gene such as vermillion is often used in the field as a genetic background control. These controls sometimes tend to manifest unpredictable phenotypes either due to toxicity from GFP or yet unknown function for the presumed to be unrelated gene while providing little to no benefit in terms of being ideal genetic background control. Hence, we did not use them in our study. Rather we relied on the fact that multiple experimental approaches in our study culminated to the same logical end to draw our conclusions.

To verify the presence and distribution of Pvf1 protein in adult muscles, we immunostained the indirect flight muscles (IFMs) and leg muscles using an anti-Pvf1 antibody (Duchek et al., 2001; Rosin et al., 2004). Pvf1 is abundantly present in the striated tubular leg muscles (Figure 1—figure supplement 1D) where it is stored between the individual myofibrils (Figure 1—figure supplement 1D1', D3') and is more concentrated at both the M and Z discs (Figure 1—figure supplement 1D3,3',3’). To verify the specificity of the signal, we immunostained the leg muscles of *mus^ts^>pvf1-i* flies with anti-Pvf1 antibody and observed a strong reduction in Pvf1 protein level (Figure 1—figure supplement 1D2',D4,D4'). Interestingly, the IFMs did not show any staining for Pvf1 indicating that the protein is primarily stored in the striated tubular muscles in the fly.

### Single-nuclei RNA-sequencing (snRNA-Seq) identifies enrichment of PvR RTK signaling pathway in the Oenocytes

Single-nuclei sequencing presents unprecedented access to the transcriptomes of cell types residing in complex tissue structures or organs that are difficult to dissect and segregate (Birnbaum, 2018; Chen et al., 2018; Kulkarni et al., 2019; Wu et al., 2019). We took advantage of this tool to understand the transcriptomes of tissue types residing in the adult abdominal cuticle that harbors several metabolically active tissues such as the fat body, abdominal-muscles, and oenocytes, which are functionally analogous to adipose tissue, skeletal muscle, and liver, respectively, in higher vertebrates (Droujinine and Perrimon, 2016; Musselman and Kühnlein, 2018). 

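Nuclei of adult male abdominal cuticles were profiled by droplet-based snRNA-seq, in which each nucleus receives a barcode and each captured transcript a unique molecular identifier (UMI), so that a count stands for a captured molecule. The control genotype was *oeno ts>EGFP*, in which the oenocyte driver PromE-Gal4 expresses EGFP. A temperature-sensitive Gal80, which represses Gal4, keeps the driver off at 18 °C and releases it at 29 °C. The sample labels give 4 days at 29 °C on standard food for these flies, and the paper's methods for over-expression experiments give 3 to 4 days at 29 °C followed by 4 to 5 days on a high sugar diet. The 2 libraries were each made from 40 abdomens, from which intestines and male reproductive organs had been removed. The authors counted UMIs per gene with cellranger on a pre-mRNA reference built from a FlyBase annotation of Release 6 of the genome. They then subtracted ambient RNA with SoupX at a fixed contamination fraction and removed nuclei whose log10 total lay beyond 2 SD of the mean, which they regarded as doublets or dead cells. The deposited values are the whole-number counts after these steps, not scaled for depth. Over 13955 genes, replicate 1 held 3256566 UMIs in 7213 nuclei and replicate 2 held 3924035 UMIs in 8067 nuclei. The median nucleus carried 372 UMIs in replicate 1, 417 in replicate 2 and 397 over both. The paper's median depth of 8904 per nucleus counts reads, and the values given here use UMIs. The tissue of each control nucleus was taken from the authors' deposited clusters, named as in Figure 2—figure supplement 3. Counts were summed per library and tissue and scaled to the UMI total of that sum (CPM), with the library as the replicate, because nuclei of the same library are not independent replicates. Shares of nuclei with a UMI of a gene were computed per library, as deposited and again after each nucleus was thinned to 200 UMIs, a depth that all nuclei reached, and are given as the mean of the 2 libraries unless said otherwise.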

To delineate the patterns of gene expression in each of these tissues, we dissected and dissociated a total of 80 adult fly abdominal cuticles (along with the attached adipose tissue and oenocytes) and subjected the single nuclei to 10X genomics-based (Zheng et al., 2017) single-nuclei RNA-sequencing (snRNA-seq) (Figure 2A). Two independent rounds of sequencing were performed on two biological replicates (with 40 animals per replicate) to obtain a median read depth of 8904 reads per nucleus (Figure 2—figure supplement 1A). Because tissue dissociations for the single nuclei preparations are often associated with the risk of ambient RNA contamination, our quality control pipeline included SoupX (Young and Behjati, 2018) to eliminate potential ambient RNA from our analysis. 

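In the counts left after this subtraction, markers of each tissue were still found in nuclei of the others. *apolpp*, a marker of adipose tissue, was at 2852 ± 862 CPM (SD, n = 2 libraries) in oenocytes, where 9.07% of nuclei carried a UMI of it. In muscle it was at 4357 ± 149 CPM, with a UMI in 18.2% of nuclei. *FASN3*, a marker of oenocytes, was at 211 ± 73.6 CPM in adipose tissue and at 796 ± 76.2 CPM in muscle, with a UMI in 1.57% and 5.40% of nuclei. *Mhc*, a marker of muscle, was at 60.6 ± 9.77 CPM in adipose tissue and at 48.5 ± 9.49 CPM in oenocytes, with a UMI in 1.08% and 0.924% of nuclei. The median nucleus carried 379 UMIs in adipose tissue, 397 in oenocytes and 490 in muscle. Whether these UMIs came from ambient RNA or from the nuclei themselves was not tested.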

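The replicates of the control genotype were compared before they were averaged. Over 10001 genes their counts differed by a chi-square of 23.3 per degree of freedom, where sampling noise alone gives about 1, and 74 nucleus barcodes occurred in both. The median nucleus of replicate 1 had 180 genes with a count and that of replicate 2 had 202. By the deposited clusters, adipose tissue made up 55.7% of the nuclei of replicate 1 and 60.0% of those of replicate 2. Oenocytes made up 20.8% and 20.5%, muscle 15.8% and 13.6%, and the other clusters 7.64% and 5.96%. The deposited counts carry no correction between replicates, so these differences are part of every SD given for the control genotype.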

Further, we used Harmony (Korsunsky et al., 2019) that is integrated into Seurat (Stuart et al., 2019) to correct for batch effects in the two replicates to finally retain 15,280 nuclei with a median of 192 genes per nucleus for downstream analysis (Figure 2—figure supplement 1B, D; Supplementary file 1). 

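The clusters were built from the same genes that name them, so levels are given for these markers without a test. Coordinates are those of Release 6 of the genome. *apolpp*, which encodes the apolipophorins, lies on chromosome 4 from 1060969 to 1077273 and overlaps *Zyx*. In the 8860 adipose tissue nuclei it was at 29512 ± 972 CPM (SD, n = 2), against 4400 ± 492 CPM in all other nuclei. A UMI of it was found in 81.8% of adipose tissue nuclei and 16.2% of the others, and in 81.4% and 16.0% after thinning to an equal depth. *FASN3*, a fatty acid synthase gene on chromosome arm 3L from 25752859 to 25762779, was at 19813 ± 4159 CPM in the 3152 oenocyte nuclei and 402 ± 57.3 CPM in the others. Its share of nuclei was 82.8% against 2.56%, and 81.4% against 2.37% after thinning. *Mhc*, the myosin heavy chain gene on 2L from 16766566 to 16788766, was at 4657 ± 596 CPM in the 2236 muscle nuclei and 71.1 ± 16.2 CPM in the others, with a UMI in 38.0% against 1.23% of nuclei and in 32.5% against 0.940% after thinning. For each of these genes the difference exceeded the SD between the libraries. The muscle nuclei came from 2 deposited clusters. Cluster 5 was led by muscle genes such as *Scp1* and *Act79B*, whereas the top 10 genes of cluster 3 by fold held 4 markers of cuticle-secreting epidermis and 0 of the muscle markers.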

Our clustering analysis at resolution 0.1 (see Materials and methods) identified 10 unique clusters, where three major clusters were assigned to adipose tissue, oenocytes, and muscle based on known markers for each of these tissue types including *apolpp*, *fasn3*, and *mhc*, respectively (Figure 2B; Figure 2—figure supplement 1E; Supplementary file 2). 

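*Pli* lies on chromosome arm 3R from 23860162 to 23890052. Summed per library, it was at 4141 ± 13.4 CPM (SD, n = 2) in adipose tissue and 681 ± 136 CPM in all other nuclei, with a UMI in 45.0% and 9.24% of nuclei. At 200 UMIs per nucleus these shares were 39.3% and 7.22%. *sls*, on 3L from 2039681 to 2115611, was at 6439 ± 308 CPM in muscle and 110 ± 40.1 CPM elsewhere, with a UMI in 35.6% and 1.67% of nuclei, or 30.8% and 1.28% at the equal depth. *geko*, on 3L from 18139402 to 18145418, was at 4486 ± 112 CPM in oenocytes and 155 ± 8.83 CPM in the other nuclei. A UMI of *geko* was found in 59.4% of oenocyte nuclei and 2.74% of the others, or 49.7% and 1.85% at the equal depth. By tissue, *geko* was at 102 ± 23.8 CPM in adipose tissue and 264 ± 85.2 CPM in muscle. Each gene was higher in its own tissue than elsewhere in both libraries.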

We validated our snRNA-seq data using GAL4 lines for certain top enriched and novel genes such as *Pellino* (*Pli*), *sallimus* (*sls*), and *geko* and found that they specifically express in adipose tissue, muscle, and oenocytes, respectively (Figure 2—figure supplement 1F-I). 

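Of the small clusters, deposited cluster 7 held 393 nuclei, cluster 10 held 117 and cluster 9 held 124. *alphaTry*, a trypsin gene on chromosome arm 2R from 11344260 to 11345119, was at 14193 ± 7937 CPM (SD, n = 2) in cluster 7 and 184 ± 30.2 CPM in all other nuclei. *whe*, on X from 21402339 to 21402772, was at 30169 ± 27382 CPM in cluster 10 and 276 ± 126 CPM elsewhere. *Mur18B*, on X from 19213254 to 19214938, was at 18709 ± 9128 CPM in cluster 9 and 92.3 ± 28.4 CPM elsewhere. The libraries were far apart within these clusters, with *whe* at 49531 CPM in replicate 1 and 10807 CPM in replicate 2, but both lay above the level in the other nuclei for each gene. With the libraries pooled, a UMI was found in 186 of the cluster 7 nuclei for *alphaTry* (47.3%), in 61 of the cluster 10 nuclei for *whe* (52.1%) and in 82 of the cluster 9 nuclei for *Mur18B* (66.1%), and in 2.94%, 2.77% and 1.64% of the other nuclei. The share for *whe* was 90.3% of 31 nuclei in replicate 1 and 38.4% of 86 in replicate 2, and that for *Mur18B* 92.3% of 52 and 47.2% of 72.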

With regard to the rest of the minor clusters (4-10), we believe most of them are remnant tissues most likely pertaining to gut/malpighian tubule based on the enrichment of *alphaTry*, *Whe*, and *Mur18B* (Clusters 4–6, respectively; Supplementary file 2). On the other hand, we consider clusters 7–10 likely to be part of the ejaculatory bulb (Eb) as they are enriched in certain male-specific genes such as *bond*, *EbpIII*, *soti*, and *Ebp*, respectively (Figure 2—figure supplement 1I-J; Supplementary file 2). 

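These genes were measured in deposited clusters 11 to 14, of 101, 88, 86 and 80 nuclei. *bond* (chromosome arm 3R, 22550680 to 22556494) was at 8392 CPM in cluster 11 of replicate 1 and 98.5 CPM in that of replicate 2, where the value is 1 count in 22 nuclei. *EbpIII* (2R, 24026172 to 24027518) was at 27147 CPM in cluster 12 of replicate 1 and 1291 CPM in that of replicate 2. *soti* (3R, 14380663 to 14381699) was alike in both libraries, at 4381 ± 330 CPM (SD, n = 2) in cluster 13. *Ebp* (2R, 25175126 to 25176715) was at 38101 CPM in cluster 14 of replicate 1 and at 197 CPM, again 1 count, in the 11 nuclei of replicate 2. In all other nuclei the means were 19.6 ± 13.6 CPM for *bond*, 592 ± 181 CPM for *EbpIII*, 19.3 ± 0.155 CPM for *soti* and 97.0 ± 135 CPM for *Ebp*. The enrichment of *bond* and *Ebp* therefore rests on replicate 1. That of *EbpIII* does so in large part, since in replicate 2 it was found in 3 of 38 cluster 12 nuclei (7.89%) and in 5.54% of the others. The percentage of nuclei with a UMI was 49.7 ± 63.9 for *bond*, 41.9 ± 48.2 for *EbpIII*, 39.0 ± 8.06 for *soti* and 50.2 ± 58.1 for *Ebp*, against 0.825, 5.52, 0.798 and 1.14 in the other nuclei.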

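The deposited annotation of the control nuclei is that of the finer clustering and numbers 16 clusters, 0 to 15. Oenocytes were held by cluster 1 with 2748 nuclei and cluster 6 with 404, whose median nuclei carried 382 and 735 UMIs. Muscle was held by cluster 3 with 1667 nuclei and cluster 5 with 569. The genes leading cluster 3 by fold were *Cpr49Ae*, *Drsl4* and *CG14661*, and those leading cluster 5 were *Scp1*, *Act79B*, *TpnC41C* and *bt*. Adipose tissue took 4 clusters, and the remaining 8 held 1032 nuclei. The smallest, cluster 15, had 43 nuclei, 31 of replicate 1 and 12 of replicate 2, and was led by *CG43147*, *Acp26Aa* and *Acp95EF*. Cluster 1 took 18.3% of replicate 1 and 17.7% of replicate 2, cluster 3 11.8% and 10.1%, cluster 5 4.05% and 3.43%, and cluster 6 2.56% and 2.71%.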

Interestingly, increasing the resolution of the clustering analysis to 0.4 leads to the identification of 15 unique clusters with unique gene expression signatures (Figure 2—figure supplement 3). Some of these clusters may reflect potential heterogeneity within the adult adipose tissue.

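Within adipose tissue, cluster 0 held 5325 nuclei, cluster 2 held 2219, cluster 4 held 1025 and cluster 8 held 291. Cluster 0 was led by *CG33700*, *AdamTS-A* and *AkhR*, and cluster 2 by *CG2811*, *Sod3* and *CG12012*. Cluster 4 was led by *Obp99b*, *Ms*, *Obp99c* and *Npc2h*. Cluster 8 was led by seminal fluid and ejaculatory bulb genes, *Acp24A4*, *Sfp24Bb*, *Sfp24Bd*, *Obp56g*, *Ebp* and *EbpII*. The clusters also differed in depth, with medians of 399, 311, 674 and 323 UMIs per nucleus. Cluster 0 took 29.2% of the nuclei of replicate 1 and 39.9% of those of replicate 2, cluster 2 took 17.1% and 12.2%, and cluster 4 took 5.57% and 7.72%. Cluster 8 took 3.88% of replicate 1 and 0.136% of replicate 2, so that 280 of its nuclei came from replicate 1 and 11 from replicate 2. Clusters 0, 2 and 4 were thus present in both libraries, and cluster 8 was almost confined to replicate 1.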

**Figure 2.**
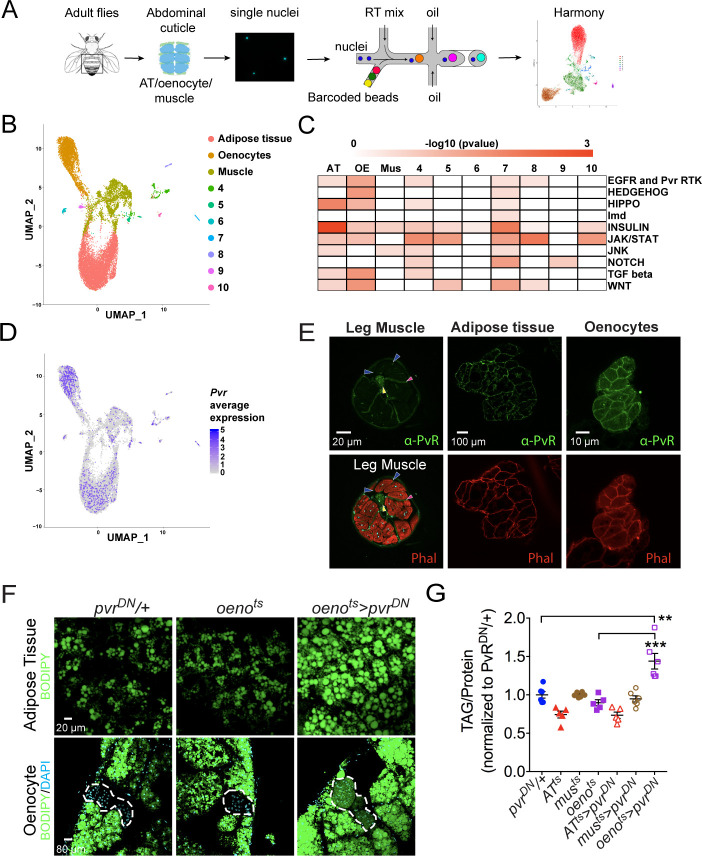
Single nuclei-RNA-sequencing reveals that oenocyte-specific PvR signaling protects against obesity. (**A**) Schematic of snRNA-seq workflow. Adult fly abdomens are dissected and dissociated to obtain high-quality single nuclei for downstream encapsulation by 10X genomics-based snRNA-seq platform and subsequent sequencing and analysis using Harmony. (**B**) Uniform Manifold Approximation and Projection (UMAP) plot representing 10 unique clusters identified while using a resolution of 0.1 for the clustering analysis. Each color and dot in the plot represent a cluster and a single nucleus, respectively. (**C**) Pathway enrichment analysis reveals EGFR and Pvr Receptor Tyrosine Kinase (RTK) signaling pathway enriched in oenocytes (OE) when compared to other clusters including adipose tissue (AT) and muscle (Mus). (**D**) UMAP plot representing the average expression of *Pvr*, which is highly enriched in oenocytes and to a lesser extent in adipose tissue and muscle. (**E**) Anti-PvR (Green) and phalloidin-594 (Red) staining of *w^1118^* (VDRC isogenic stock) adult male leg musculature (cross-section), adipose tissue, and oenocytes. Yellow and red arrowheads show the leg axon bundle and trachea respectively. Blue arrowheads show the sarcolemma of individual leg muscle bundles. (**F**) BODIPY staining showing neutral lipid accumulation in adult male adipose tissue and oenocytes (dorsal abdominal cuticle) of control males and males over-expressing *pvr^DN^* in the adult oenocytes (*oeno^ts^>pvr^DN^*). (**G**) Total TAG content of adult males over-expressing *pvr^DN^* in the adult adipose tissue (*AT^ts^>pvr^DN^*), muscle (*mus^ts^>pvr^DN^*), and oenocytes (*oeno^ts^>pvr^DN^)*. Flies containing the UAS construct and the tissue-specific drivers alone serve as controls. N = 5–6, Cohorts of six males were used for each data point. One-way ANOVA followed by Tukey’s HSD test, ** denotes p≤*0.01*, *** denotes p≤*0.001*, error bars = SEM.

**Figure 2—figure supplement 1.**
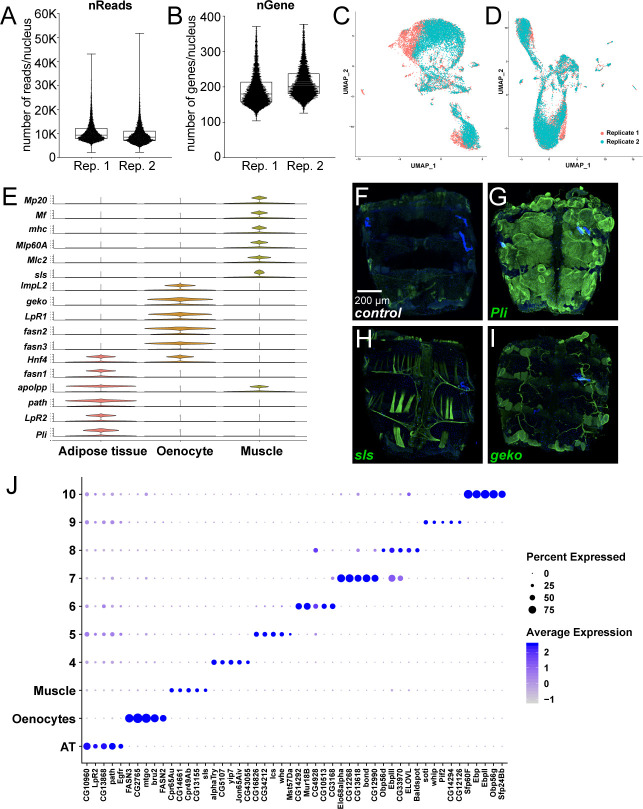
snRNA-seq of adult fly abdomens: validation of marker genes and top marker genes per cluster identified using a resolution of 0.1. (**A**) Distribution of number of reads per nucleus in each replicate (Rep. 1 and 2). (**B**) Distribution of number of genes per nucleus in each replicate (Rep. 1 and 2). (**C**) UMAP plots representing batch effects due to replicates prior to Harmony (**D**) UMAP plots representing correction of the batch effects after Harmony. (**E**) Violin plots representing the normalized expression of marker genes specific for the metabolically active tissues: adipose tissue, oenocytes, and muscle. (**F–I**) Validation of novel marker genes for the three major clusters dipose tissue, muscle and oenocyte. Trojan-Gal4 lines for each of the candidate genes (*pli^MI00302-TG4.2^*, *sls^MI10783-TG4.1^,* and *geko^MI02663-TG4.1^*) were used to drive expression of EGFP to mimic the pattern of expression of the genes themselves. One-week-old adult male abdomens were dissected and stained with anti-EGFP to revel the expression pattern of each of the three genes. (**F**) *w^1118^* adult male abdomen stained with anti-EGFP shows background staining pattern. Muscle cells that were damaged during dissection tend to uptake the antibody and show some staining on the edges of the sample. (**G**) *pli^MI00302-TG4.2^>UAS-2xEGFP* adult male abdomens show EGFP staining primarily in the adipose tissue. Staining was not seen in the abdominal muscles or in the oenocytes. (**H**) *sls^MI10783-TG4.1^>UAS-2xEGFP* adult male abdomens show EGFP staining in the abdominal tubular muscles and in the alary muscles. (**I**) *geko^MI02663-TG4.1^>2* xEGFP adult males abdomens show EGFP staining in the oenocytes and in the tracheal tubes. Staining above the background sample was not seen in the adipose tissue or the abdominal muscles. (**J**) Dot plot representation of top five genes enriched per cluster based on average logFC. The size of the dot represents the percentage of cells expressing a gene while the color gradient represents the level of gene expression.

**Figure 2—figure supplement 2.**
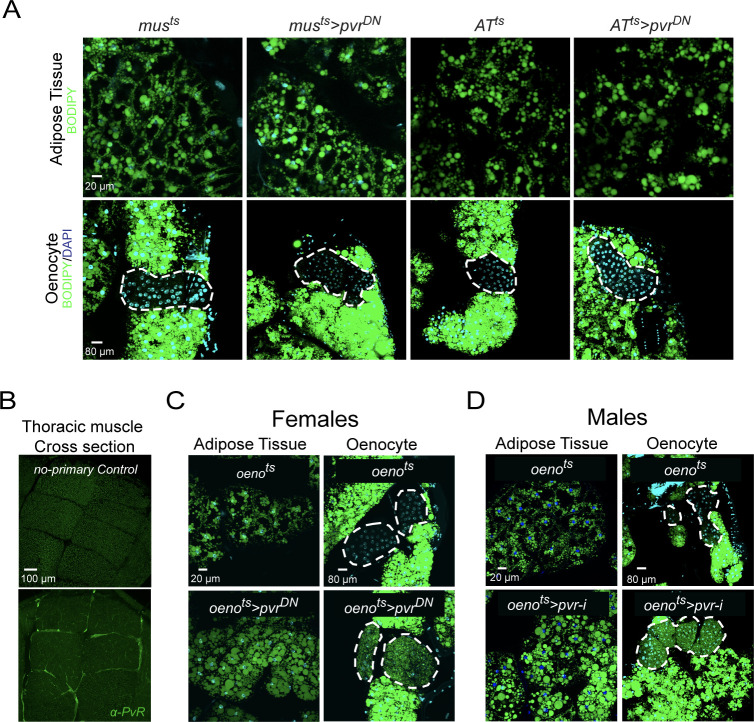
PvR signaling works specifically in the oenocytes to protect against obesity. (**A**) BODIPY staining showing neutral lipid accumulation in adult male adipose tissue (AT) and oenocytes (dorsal abdominal cuticle) of control males and males over-expressing *pvr^DN^* in the adult muscle (*mus^ts^>pvr^DN^*) and adipose tissue (*AT^ts^>pvr^DN^*). Loss of PvR signaling in the muscle or adipose tissue does not have any effect on the neutral lipid content of either the adipose tissue or the oenocytes. (**B**) Distribution of PvR protein (anti-PvR antibody::Green) in the thoracic muscle of control (*mus^ts^*) males. A cross-section of the indirect flight muscles is shown. (**C**) BODIPY staining showing neutral lipid accumulation in the adult female adipose tissue and oenocytes (dorsal abdominal cuticle) of control (*oeno^ts^ = oenocyte-Gal4^Gal80ts^*) flies and flies with oenocyte-specific over-expression of (*oeno^ts^*>*pvr^DN^*). (**D**) BODIPY staining showing neutral lipid accumulation in the adult male adipose tissue and oenocytes (dorsal abdominal cuticle) of control (*oeno^ts^*) flies and flies with oenocyte-specific knockdown of *pvr* (*oeno^ts^*>*pvr* i) (NIG: 8222 R-2).

**Figure 2—figure supplement 3.**
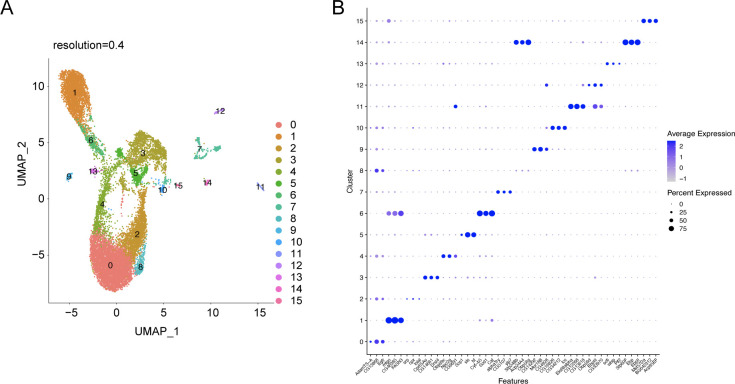
snRNA-seq analysis of the abdominal cuticle at higher resolution of 0.4. (**A**) UMAP of the WT control snRNA-seq analysis at a higher resolution of 0.4 reveals a potential heterogeneity within the major tissues such as adipose tissue (clusters 0, 2, 4, and 8), oenocyte (clusters 1 and 6), and muscle (clusters 3 and 5). (**B**) Dot plot representing top three genes enriched per cluster pertaining to the snRNA-seq expression data of the abdominal cuticle at resolution 0.4. The genes are ranked based on the average expression of each gene per cluster.

To explore the pathways that are enriched in each of these clusters, we performed pathway enrichment analysis (Figure 2C). 

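The term was scored by the authors with a hypergeometric test on the marker genes of each cluster, and Supplementary file 3 names *Sulf1* and *vvl* as the genes found in oenocytes. The full gene set of the term was not used here, so the listed genes were measured in the control libraries. *Sulf1* and *vvl* were listed because they were markers of the oenocyte cluster in these same nuclei. A higher level in oenocytes therefore follows from their choice, and the tests below are no independent support. Muscle here includes the nuclei of cluster 3, which was led by cuticle genes. Counts summed per library and tissue were tested over 7175 genes in a single fit with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. Standard errors given with edgeR are the log2 fold change over the square root of the test's F statistic. *Sulf1* lies on chromosome arm 3R from 16310542 to 16339575. It overlaps *SF2* on the same strand and *CG17929*, *CG17930*, *CG44044* and *CG6901* on the opposite strand, so part of its counts is uncertain. It was at 668 ± 111 CPM (SD, n = 2) in oenocytes, 28.5 ± 0.529 CPM in adipose tissue and 33.3 ± 1.49 CPM in muscle. Its log2 fold change in oenocytes over the mean of the other tissues was 4.60 (standard error 0.22, adjusted p = 3.67e-05, edgeR with Benjamini-Hochberg adjustment). *vvl*, on 3L from 6790158 to 6794941, was at 9215 ± 1236 CPM in oenocytes, 150 ± 77.1 CPM in adipose tissue and 660 ± 10.8 CPM in muscle, a log2 fold change of 5.03 (standard error 0.31, adjusted p = 6.89e-05 from the same edgeR test with Benjamini-Hochberg adjustment). *Mkp3* (3L, 19066155 to 19086426), listed for adipose tissue, was at 1326 ± 299 CPM there, against 331 ± 79.6 CPM in oenocytes and 330 ± 30.0 CPM in muscle. *CG34398* (2L, 8898786 to 8933594), listed for minor clusters, was at 211 ± 17.8 CPM in muscle, 17.6 ± 4.05 CPM in adipose tissue and 18.5 ± 1.63 CPM in oenocytes. *vnd* (X, 582121 to 598151) had 12 counts in adipose tissue, 5 in oenocytes and 3 in muscle, too few to rank the tissues.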

Interestingly, we found that EGFR and PVR RTK signaling pathway is highly enriched in the oenocytes (Figure 2C; Supplementary file 3). 

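*Pvr* lies on chromosome arm 2L of Release 6 from 8220980 to 8239878. In oenocytes it was at 357 ± 161 CPM (SD, n = 2), with 243 CPM in replicate 1 and 471 CPM in replicate 2. It was at 131 ± 20.9 CPM in adipose tissue and 80.6 ± 18.5 CPM in muscle. Of the muscle nuclei 1667 were of cluster 3, led by cuticle genes, and 569 of cluster 5, led by muscle genes. The contrasts with muscle in this paragraph are therefore largely with nuclei that may be epidermis. The log2 fold change in oenocytes over the mean of adipose tissue and muscle was 1.96 (standard error 0.30, adjusted p = 0.00281, edgeR with Benjamini-Hochberg adjustment). Against adipose tissue alone it was 1.55 (standard error 0.36, adjusted p = 0.0196, same edgeR fit) and against muscle alone 2.37 (standard error 0.39, adjusted p = 0.00286, same edgeR fit), and *Pvr* was higher in oenocytes in both libraries. Between adipose tissue and muscle the log2 difference of 0.82 did not pass the threshold of 0.05 (adjusted p = 0.149, edgeR), but it did at 0.83 when the library was added to the edgeR fit as a block (adjusted p = 0.0195); the other settings gave adjusted p between 0.0894 and 0.218. A UMI of *Pvr* was found in 12.5% of oenocyte nuclei, 5.03% of adipose tissue nuclei and 3.90% of muscle nuclei, and at an equal depth of 200 UMIs in 6.88%, 2.76% and 2.29%. Among the log2 values given here for oenocytes over the mean of adipose tissue and muscle, the ratio of these thinned shares was lowest, at 1.40 ± 0.35 (SD, n = 2). With replicate 2 left out the fold change was 1.57 and with replicate 1 left out 2.21, values that have no test because a single library remains. Scaling by library totals alone gave 1.79, while it moved the median of all genes from -0.03 to -0.20. On the measure of Supplementary file 2, the natural log difference of the mean from all other nuclei, *Pvr* was at 0.733. This was 0.492 without replicate 2 and 0.896 without replicate 1. *Egfr*, on 2R from 21522420 to 21559977, overlaps 4 other counted genes on the opposite strand, and whether the counting kept strands apart is not given in the sources used here. It was at 2779 ± 202 CPM in adipose tissue, 281 ± 107 CPM in oenocytes and 380 ± 29.7 CPM in muscle, a log2 fold change of 3.10 for adipose tissue over the mean of the others (standard error 0.24, adjusted p = 3.38e-04, edgeR with Benjamini-Hochberg adjustment). A UMI of *Egfr* was found in 40.5% of adipose tissue nuclei, 4.32% of oenocyte nuclei and 7.62% of muscle nuclei, or 32.6%, 2.83% and 5.42% after thinning. The paper places both receptors from their average expression over the nuclei of each cluster.

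**Figure D1:**
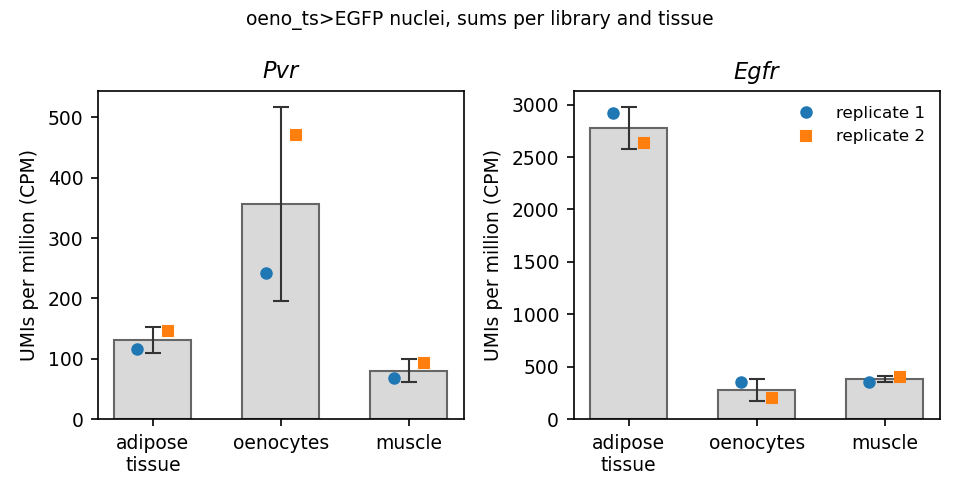
CPM of *Pvr* (left) and *Egfr* (right) in adipose tissue, oenocytes and muscle of the *oeno ts>EGFP* libraries. Muscle includes the nuclei of cluster 3, which was led by cuticle genes. Bars are means, error bars SD (n = 2) and points the libraries; *Pvr* was highest in oenocytes at 243 and 471 CPM, and *Egfr* in adipose tissue at 2922 and 2636 CPM.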

While the expression of *Egfr* is specifically enriched in the adipose tissue (Figure 2—figure supplement 1I-j), we identify the Pvf1 receptor Pvr to be highly enriched in the oenocytes, albeit a mild enrichment seen in the other clusters (Figure 2D). We examined the distribution of PvR in the major metabolic tissues of interest: muscle, adipose tissue, and the oenocytes, by immunostaining with an anti-PvR antibody (Rosin et al., 2004). Consistent with the prediction from the snRNA-seq analysis, PvR is present most prominently on the surface of the oenocytes followed by the adipose tissue cells (Figure 2E). In the leg muscles and indirect flight muscles, PvR localizes to the muscle sarcolemma (Figure 2E and Figure 2—figure supplement 2B), although the level of the protein on the sarcolemma of the leg muscles is relatively weak (Figure 2E).

### Oenocyte-specific loss of Pvf-Receptor (PvR) signaling leads to obesity

Since our data shows PvR and PvR-signaling to be enriched in the oenocytes, we asked whether PvR signaling in the oenocyte is necessary for protecting the adult flies against obesity. To test this possibility, we inhibited PvR signaling specifically in the oenocyte and determined the effect on whole animal TAG levels and lipid accumulation in the adipose tissue and oenocytes. Impairing PvR signaling in the adult oenocytes, by over-expressing a dominant negative form of the receptor, *pvr^DN^*, (*oeno^ts^>pvr^DN^*) (Brückner et al., 2004) led to obesity phenotypes similar to *mus^ts^>Pvf1*-i flies (Figure 2F, G). Similarly, impairing PvR signaling in the oenocyte by expressing an RNAi against *pvr (oeno^ts^>pvr-i)* also leads to obesity (Figure 2—figure supplement 2D). The obesity phenotype was also observed in *oeno^ts^>pvr^DN^* female flies, indicating that the phenotype is not caused by loss of PvR signaling in the male accessory glands where the *PromE-Gal4* driver is also expressed (Figure 2—figure supplement 2C; Billeter et al., 2009). Surprisingly, over-expressing *pvr^DN^* in the adult adipose tissue and muscle did not lead to an obesity phenotype indicating that Pvf/PvR signaling is primarily required in the oenocytes to regulate lipid abundance (Figure 2G and Figure 2—figure supplement 2A). These results suggest that muscle-derived Pvf1 signals specifically to the oenocytes to regulate lipid content of the adipose tissue and steatosis in the oenocytes.

### Oenocyte-specific loss of TOR signaling leads to obesity

Downstream of PvR, Pvf signaling primarily activates the Ras/Raf/MEK/ERK pathway. To determine whether oenocyte-specific ERK signaling regulates lipid homeostasis, we measured neutral lipid storage in *oeno^ts^>ERK-i* flies. Two independent and validated RNAi transgenes against ERK failed to replicate the obesity phenotype observed in *oeno^ts^>pvr^DN^* flies, suggesting that PvR signaling in the oenocytes regulates lipid levels via an ERK-independent mechanism (Figure 3A, C). Previous studies in *Drosophila* S2 and Kc cells have shown that PvR can also activate the TOR pathway (Sopko et al., 2015; Tran et al., 2013). To test whether oenocyte-specific TOR signaling is involved in regulating lipid homeostasis, we inhibited TOR signaling in the oenocytes by over-expressing both *tsc1* and *tsc2* (*oeno^ts^>tsc1,tsc2*). Similar to *mus^ts^>pvf1-i* and *oeno^ts^>pvr^DN^* flies, *oeno^ts^>tsc1,tsc2* flies showed massive accumulation of neutral lipids in both the adipose tissue and the oenocytes (Figure 3B, C).

**Figure 3.**
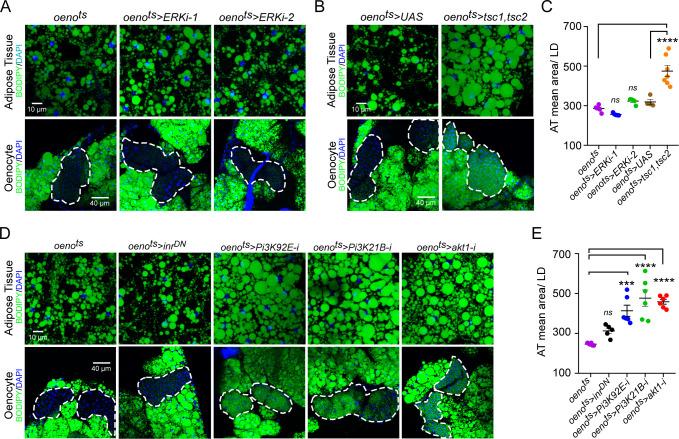
Oenocyte-specific Pi3K/Akt1/TOR signaling protects against obesity. (**A**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males (*oeno^ts^* = *oenocyte-Gal4^Gal80ts^*) and males with oenocyte-specific knockdown of ERK (*oeno^ts^>ERKi-1* and *oeno^ts^>ERKi-2*) using two independent RNAi lines. (**B**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males (*oeno^ts^*) and males with oenocyte-specific over-expression of *tsc1* and *tsc2* (*oeno^ts^>tsc1,tsc2*). (**C**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in Figure 2A and B. Only oenocyte-specific loss of TOR signaling (*oeno^ts^>tsc1,tsc2*) show a significant increase (p<*0.001*) compared to the control genotype. N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, **** denotes p≤*0.0001*, error bars = SEM. (**D**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males (*oeno^ts^*) and males with oenocyte-specific over-expression of *inr^DN^* (*oeno^ts^>inr^DN^*) and oenocyte-specific (*oeno^ts^>*) knockdown of *Pi3K92E* (*Dp110*), *Pi3K21B (Dp60)* and *akt1*. (**E**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in Figure 2D. Oenocyte-specific (*oeno^ts^>*) knockdown of *Pi3K92E* (*Dp110*), *Pi3K21B (Dp60),* and *akt1* lead to a significant increase (p<*0.001* for *Pi3K92E,* and, *p<0.0001* for *Pi3K21B* and *akt1*) compared to the control genotype. N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM.

**Figure 3—figure supplement 1.**
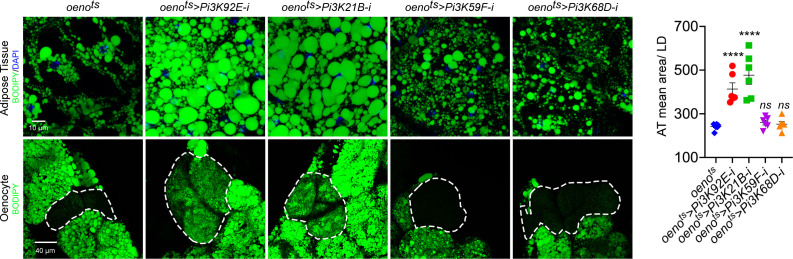
Oenocyte-specific loss of only Pi3K92E and Pi3K21B leads to obesity. BODIPY staining showing neutral lipid accumulation in the adult male adipose tissue and oenocytes (dorsal abdominal cuticle) of control (*oeno^ts^* = *oenocyte-Gal4^Gal80ts^*) flies and flies with oenocyte-specific (*oeno^ts^>*) knockdown of: *Pi3K92E; Pi3K21B, Pi3K59F* and *Pi3K68D*.

Since PvR is a potent receptor tyrosine kinase, we further investigated whether PvR signaling can activate TOR signaling in the oenocyte via activation of Pi3K/Akt1 and regulate lipid homeostasis. The *Drosophila* genome encodes three Pi3Ks (Pi3K92E, Pi3K59F, and Pi3K68D) and one regulatory subunit (Pi3K21B). We knocked down each of the Pi3K components in the oenocytes and determined the effect on lipid accumulation in the oenocytes and adipose tissue (Figure 3—figure supplement 1). Oenocyte-specific loss of either Pi3K92E and the regulatory subunit Pi3K21B led to steatosis phenotypes (Figure 3D,E). Additionally, oenocyte-specific loss of *akt1* also led to steatosis phenotypes indicating that the Pi3K-Akt1 pathway in the oenocytes regulates lipid homeostasis (Figure 3D, E). Taken together, these results reveal that Pi3K/Akt1/TOR signaling in the oenocyte protects against obesity.

### TOR signaling acts downstream of PvR in the oenocytes to regulate systemic lipid stores

We next analyzed whether PvR signaling in the oenocytes regulates lipid metabolism by activating the TOR pathway. For this, we first measured the levels of phospho-4EBP (p4EBP), a direct target of TOR, in the oenocytes of *mus^ts^>pvf1-i* and *oeno^ts^>pvr^DN^* flies. Both *mus^ts^>pvf1-i* flies and *oeno^ts^>pvr^DN^* flies showed a strong and significant down-regulation of p4EBP signal in the oenocytes compared to Gal4 alone controls (Figure 4A, B, C), indicating that muscle Pvf regulates TORC1 signaling in the oenocyte. Consistently, the extent of p4EBP down-regulation is similar to what is observed in *oeno^ts^>tsc1,tsc2* flies that were used as a positive control for the assay (Figure 4B, C). Interestingly, oenocyte-specific loss of insulin receptor signaling (*oeno^ts^>inr^DN^*) failed to affect p4EBP levels (Figure 4B , C). In addition, we tested whether the obesity phenotype of *oeno^ts^>pvr^DN^* flies could be rescued by activating TOR signaling. To do this, we co-expressed *pvr^DN^* and a *tsc2-RNAi* transgene in the oenocytes (*oeno^ts^>pvr^DN^; tsc2-i*) and compared the lipid content of these flies to control fly lines. *tsc2* knockdown strongly suppressed the obesity phenotype induced by oenocyte-specific expression of *pvr^DN^* (Figure 4D, E). Tsc1/2 regulates TOR signaling by suppressing the activity of Rheb which directly activates TORC1. We further investigated whether TORC1 functions downstream of PvR signaling to regulate lipid accumulation by testing whether co-expression of a constitutively active form of *rheb* (*rheb^AV4^*) can rescue the obesity phenotype observed in *oeno^ts^>pvr^DN^* flies. Oenocyte-specific co-expression of *rheb^AV4^* completely rescued the obesity phenotype observed in *oeno^ts^>pvr^DN^* flies (Figure 4—figure supplement 1A, B). Altogether, these observations suggest that TOR signaling functions downstream of PvR in the oenocyte to negatively regulate lipid deposits.

**Figure 4.**
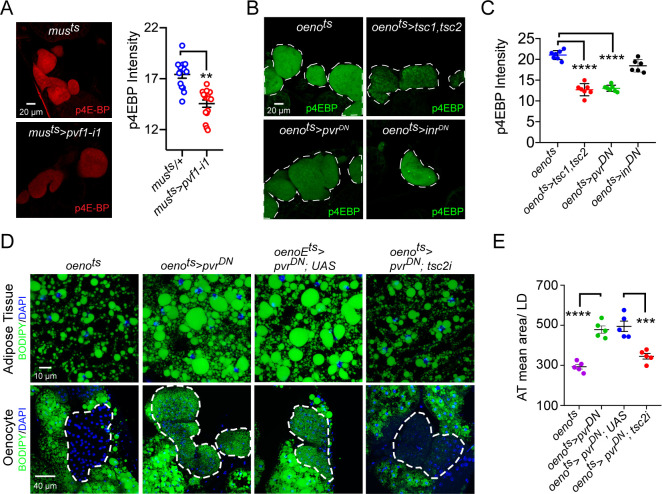
Pi3K/Akt1/TOR signaling acts downstream of PvR in the oenocytes to regulate adiposity. (**A**) p4EBP staining (Red) of the oenocytes from control (*mus^ts^* = *muscle-Gal4^Gal80ts^*) and flies with muscle-specific knockdown of *pvf1* (*mus^ts^>pvf1-i1*). Muscle-specific loss of *pvf1* leads to a significant decrease (p<*0.01*) in p4EBP levels in the oenocytes. N = 10 animals, student t-test, ** denotes p≤*0.01*, error bars = SEM. (**B**) p4EBP staining (Green) of oenocytes from control flies (*oeno^ts^* = *oenocyte-Gal4^Gal80ts^*) and flies with oenocyte-specific over-expressing *tsc1/tsc2* (*oeno^ts^>tsc1,tsc2*), *pvr^DN^* (*oeno^ts^*>*pvr^DN^*) or *inr^DN^* (*oeno^ts^>inr^DN^*). (**C**) Quantification of p4EBP staining intensity in the oenocytes for samples shown in Figure 3C. Oenocyte-specific over-expression of *tsc1/tsc2* (*oeno^ts^>tsc1,tsc2*) and *pvr^DN^* (*oeno^ts^*>*pvr^DN^*) led to a significant reduction in p4EBP levels (p<*0.0001*). Over-expression of *inr^DN^* (*oeno^ts^>inr^DN^*), however, does not affect p4EBP levels significantly. N = 6/7 animals, Student t-test, **** denotes p≤*0.0001*, error bars = SEM. (**D**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males (*oeno^ts^*) and males with oenocyte-specific over-expression of either *pvr^DN^* (*oeno^ts^*>*pvr^DN^*) or over-expression of *pvr^DN^* along with *tsc2* knockdown (*oeno^ts^*>*pvr^DN^,tsc2-i*). Flies over-expressing *pvr^DN^* in the oenocytes along with an empty UAS construct (*oeno^ts^*>*pvr^DN^,UAS*) serve as an additional control to account for any effect of Gal4 dilution on the obesity phenotype. (**E**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in (**D**). Oenocyte-specific knockdown of *tsc2* along with *pvr^DN^* over-expression (*oeno^ts^*>*pvr^DN^,tsc2-i*) significantly rescues the obesity phenotype observed flies with oenocyte-specific over-expression of *pvr^DN^* (p<*0.001*). N = 5 animals, One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM.

**Figure 4—figure supplement 1.**
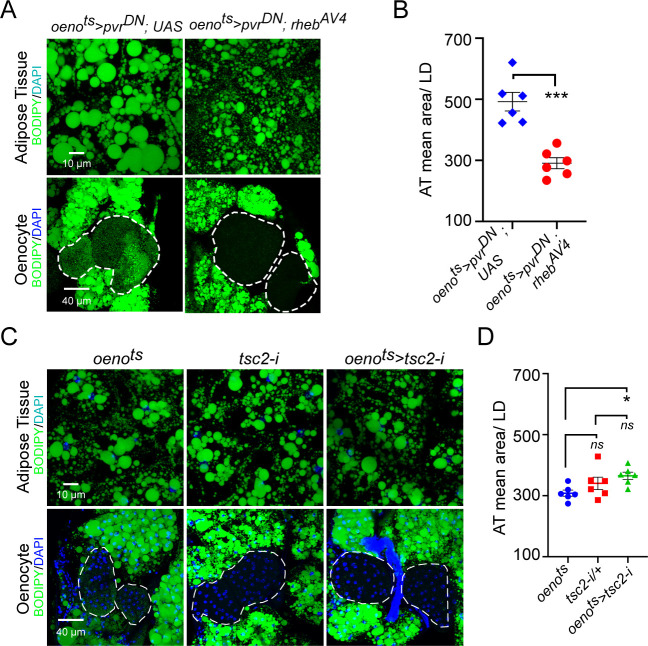
Oenocyte-specific activation of TOR signaling does not affect lipid accumulation. (**A**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of males with oenocyte-specific over-expression of either *pvr^DN^* (*oeno^ts^*>*pvr^DN^*) or over-expression of *pvr^DN^* along with over-expression of a constitutively active form of *rheb* (*oeno^ts^*>*pvr^DN^; rheb^AV4^*).* oeno^ts^* = *oenocyte-Gal4^Gal80ts^*. (**B**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in (**A**). Oenocyte-specific over-expression of *rehb^AV4^* along with *pvr^DN^* over-expression (*oeno^ts^*>*pvr^DN^; rheb^AV4^*) significantly rescues the obesity phenotype observed flies with oenocyte-specific over-expression of *pvr^DN^* (p<*0.001*). N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM. (**C**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males (*oeno^ts^* and *tsc2-i*) and males with oenocyte-specific *tsc2* knockdown (*oeno^ts^>tsc2-i*). (**D**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in (**C**). Oenocyte-specific knockdown of *tsc2* showed a mild increase in mean lipid droplet size only compared to once control. N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, error bars = SEM.

**Figure 4—figure supplement 2.**
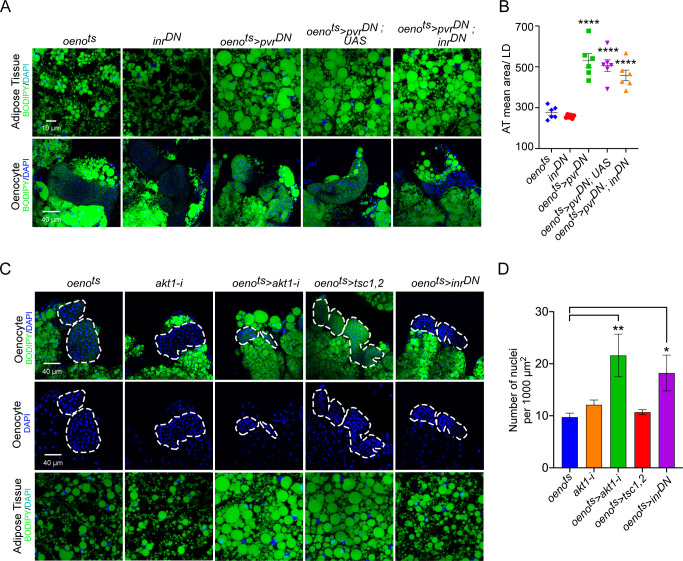
InR signaling or oenocyte size does not affect PvR signaling-mediated effects on systemic lipid accumulation. (**A**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males (*oeno^ts^* = *oenocyte-Gal4^Gal80ts^* and *inr^DN^ = UAS-inr^DN^/+*) and males with oenocyte-specific overexpression of *pvr^DN^* either by itself (*oeno^ts^>pvr^DN^*) or along with overexpression of *inr^DN^* (*oeno^ts^>pvr^DN^; inr^DN^*). Flies over-expressing *pvr^DN^* in the oenocytes along with an empty UAS construct (*oeno^ts^*>*pvr^DN^,UAS*) serve as an additional control to account for any effect of Gal4 dilution on the obesity phenotype. (**B**) Mean lipid droplet size (≥10 microns in diameter) in the adipose tissue of flies shown in (**A**). Oenocyte-specific over-expression *inr^DN^* along with *pvr^DN^* (*oeno^ts^*>*pvr^DN^; inr^DN^*) rescues lipid accumulation in the oenocytes. However, the flies still show a significant increase in lipid droplet size in the adipose tissue compared to controls. N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM. (**C**) DAPI staining showing the density of nuclei in the oenocytes of control flies (*oeno^ts^* and *akt1-i* = *akt1-i/+*) and flies lacking Akt signaling (oenotye-specific knockdown of *akt1: oeno^ts^>akt1-i*), TOR signaling (oenotye-specific overexpression of *tsc1* and *tsc2: oeno^ts^>tsc1, tsc2*) and InR signaling (oenocyte-specific overexpression of *inr^DN^: oeno^ts^>inr^DN^*). Loss of Akt signaling and InR signaling leads to a significant decrease in oenocyte size as reflected by an increase in oenocyte density per unit area. N = 5/6 animals (about three oenocyte clusters were measured per animal), One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM. Representative images of adipose tissue lipid droplets for each genotype is also shown. Note that the images were drawn from experiments already reported elsewhere in the manuscript and quantification of lipid droplet size is already reported in Figure 3C, E and Figure 4—figure supplement 3B.

**Figure 4—figure supplement 3.**
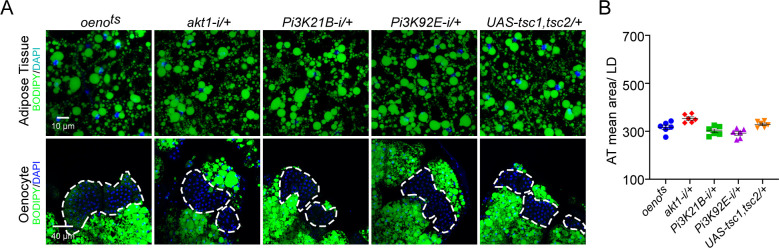
Additional control showing baseline lipid droplet size in the adipose tissue and lipid accumulation in the oenocytes. (**A**) BODIPY staining showing neutral lipid accumulation in the adipose tissue and oenocytes of control males flies. *oeno^ts^* = *oenocyte-Gal4^Gal80ts^*. (**B**) Mean lipid droplet size (≥10 µm in diameter) in the adipose tissue of flies shown in (**A**). N = 6 animals, One-way ANOVA followed by Tukey’s HSD test, *** denotes p≤*0.001*, **** denotes p≤*0.0001*, error bars = SEM.

Similar to vertebrates, the *Drosophila* TOR pathway can be activated by insulin/Pi3K/Akt signaling. To determine the potential involvement of oenocyte-specific insulin signaling in regulating lipid homeostasis, we over-expressed a dominant negative form of InR (*oeno^ts^>inr^DN^*) and examined the effect on lipid accumulation. *oeno^ts^>inr^DN^* flies did not show any increase in accumulation of lipids either in the adipose tissue or the oenocytes compared to control flies (Figure 3D, E). To further test the potential interaction between PvR signaling and InR signaling in regulating lipid accumulation, we co-expressed *inr^DN^* and *pvr^DN^* in oenocytes and determined the effect on lipid accumulation. Strikingly, while *oeno^ts^>pvr^DN^; inr^DN^* flies were still obese and showed excessive accumulation of lipids in the adipose tissue, lipid accumulation in oenocytes was suppressed (Figure 4—figure supplement 2A, Right most panels, and Figure 4—figure supplement 2B), indicating that InR signaling is required for lipid accumulation in the oenocytes. Interestingly, a previous report showed that activation of InR signaling in oenocytes led to accumulation of lipids both under fed and starved conditions (Chatterjee et al., 2014). However, whether InR signaling functions through TOR to activate lipid accumulation in the oenocyte was not tested. To further characterize the oenocyte-specific role of TOR on lipid accumulation, we activated TOR in the oenocytes (*oeno^ts^>tsc2-i*) and did not detect lipid accumulation either in the oenocytes or the adipose tissue (Figure 4—figure supplement 1C, D). Altogether, we demonstrate that in *Drosophila,* muscle-derived Pvf1 signals through PvR in the oenocyte to activate TOR, which in turn protects the animal against obesity.

### Muscle-to-Oenocyte Pvf1 signaling regulates lipid synthesis

*Drosophila* oenocytes are known to facilitate starvation-induced lipid mobilization in the *Drosophila* larvae and loss of this tissue leads to increased starvation sensitivity (Gutierrez et al., 2007). Similarly, in adult flies the oenocytes play a role in imparting starvation resistance by regulating production of very long chain fatty acids (VLCFAs) for waterproofing of the cuticle, especially when flies are starved under lower humidity conditions, and possibly by regulating lipid mobilization (Chatterjee et al., 2014; Storelli et al., 2019). We first investigated whether muscle-to-oenocyte Pvf1 signaling plays a role in starvation resistance. Compared to control flies, *mus^ts^>pvf1-i* and *oeno^ts^>pvr^DN^* animals showed increased starvation resistance, suggesting that they are capable of mobilizing stored nutrients in response to starvation (Figure 5A). The improved starvation resistance of *mus^ts^>pvf1-i* and *oeno^ts^>pvr^DN^* flies most likely reflects the fact that these animals had higher levels of stored TAGs and hence were able to use these reserves for a longer duration. As starvation can induce strong catabolic signals that can easily mask minor defects in lipid mobilization in *mus^ts^>pvf1-i* and *oeno^ts^>pvr^DN^* flies, we measured the rate of lipid mobilization under steady state feeding conditions using radioisotope chasing. We labeled the TAG stores of control and experimental flies with [1-^14^C]-Oleate for 3 days. Subsequently, we shifted the labeled flies to cold food and collected samples at 24, 48 and 72 hr post-transfer and measured ^14^C label in the TAG fractions using thin-layer chromatography (TLC). Interestingly, *mus^ts^>pvf1-i* flies showed similar rates of lipid mobilization from TAG stores compared to control flies (Figure 5B). Similarly, *oeno^ts^>tsc1, tsc2* and *oeno^ts^>pvr^DN^* flies also showed comparable rates of lipid mobilization compared to control animals, indicating that loss of the muscle-to-oenocyte Pvf1 signaling axis does not impair lipid mobilization (Figure 5C). Since loss of the muscle-to-oenocyte Pvf1 signaling axis did not affect lipid mobilization, we tested whether flies lacking this pathway show increased lipid synthesis. To test this possibility, we transferred experimental and control animals to ^14^C-U-Sucrose containing food and measured the levels of ^14^C-incorporation over time in the TAG fraction of the flies using TLC. We found that *mus^ts^>pvf1-i*, *oeno^ts^>tsc1, tsc2,* and *oeno^ts^>pvr^DN^* flies all showed an increased rate of ^14^C incorporation into TAG fractions compared to control animals (Figure 5D, E). In absence of any effects on lipid mobilization, the increased rate of lipid incorporation indicates an increased rate of lipid synthesis in the experimental flies.

**Figure 5.**
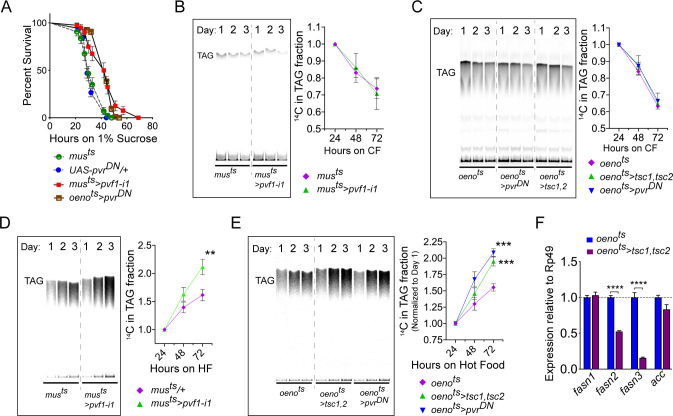
Muscle to oenocyte Pvf1 signaling suppresses lipid synthesis. (**A**) Starvation resistance of adult male flies on 1% sucrose and 0.8% agar food. Males with muscle-specific knockdown of *pvf1* (*mus^ts^>pvf1-i1*) and oenocyte-specific loss of PvR signaling (*oeno^ts^*>*pvr^DN^*) were significantly more resistant to starvation compared to respective controls flies (*mus^ts^* = *muscle-Gal4^Gal80ts^* and *UAS-pvr^DN^/+*). N = 100 (animals), Log rank (Mantel-Cox) test, p≤*0.0001* for both comparisons, error bars = SEM. (**B**) Rate of lipid mobilization in control (*mus^ts^*) and flies with muscle-specific loss of *pvf1* (*mus^ts^>pvf1-i1*). N = 4, Cohorts of 23 adult males were used per data point. Multiple Student t-test, error bars = SEM. Note: The control and experimental TLC bands were rearranged for representation from the same TLC plate. Junctions are marked with a dotted line. (**C**) Rate of lipid mobilization in control (*oeno^ts^* = *oenocyte-Gal4^Gal80ts^*) and flies with oenocyte-specific loss of TOR signaling (*oeno^ts^>tsc1,tsc2*) and PvR signaling (*oeno^ts^>pvr^DN^*). N = 4, Cohorts of 23 adult males were used per data point. Multiple Student t-test, error bars = SEM. Note: The control and experimental TLC bands were rearranged for representation from the same TLC plate. Junctions are marked with a dotted line. (**D**) Rate of lipid synthesis and incorporation from [U-^14^C]-Sucrose in control (*mus*^ts^) and flies with muscle-specific loss of *pvf1* (*mus^ts^>pvf1-i1*). Flies lacking Pvf1 in the muscle show a significantly faster rate of lipid incorporation compared to control animals. N = 4, Cohorts of 23 adult males were used per data point. ** denotes p≤*0.01* at 72 hr on hot food. Multiple student t-test, error bars = SEM. Note: The control and experimental TLC bands were rearranged for representation from the same TLC plate. Junctions are marked with a dotted line. (**E**) Rate of lipid synthesis and incorporation from [U-^14^C]-Sucrose in control flies (*oeno^ts^*) and flies with oenocyte-specific loss of TOR signaling (*oeno^ts^>tsc1,tsc2*) and PvR signaling (*oeno^ts^>pvr^DN^*). Flies lacking TOR or PvR signaling in the oenocytes show a significantly faster rate of lipid incorporation compared to control animals. N = 4, Cohorts of 23 adult males were used per data point. *** denotes p≤*0.001* at 72 hr on hot food. Multiple student t-test, error bars = SEM. Note: The control and experimental TLC bands were rearranged for representation from the same TLC plate. Junctions are marked with a dotted line. (**F**) Expression level of key lipid synthesis genes in control (*oeno^ts^*) and flies with oenocyte-specific loss of TOR signaling (*oeno^ts^>tsc1,tsc2*). Only oenocyte-specific fatty acid synthases, *fasn2* and *fasn3*, show a significant reduction in expression in the experimental flies. N = 4, Cohorts of 23 adult males were used per data point. One-way ANOVAa followed by Tukey’s HSD test, **** denotes p≤*0.0001*, error bars = SEM.

Since loss of TOR signaling in the oenocytes led to increased lipid synthesis, we investigated the role of TOR signaling in regulating lipid synthetic genes in the oenocytes. We extracted total RNA from adult oenocyte/adipose tissue complexes and measured the expression levels of two oenocyte-specific fatty acid synthases, *fasn2* and *fasn3*. In addition, we measured the expression of two lipogenic genes, *acc* and *fasn1*, that are not exclusively expressed in the adult oenocytes in *Drosophila*. While expression levels of *acc* and *fasn1* did not change in *oeno^ts^>tsc1,tsc2* flies, expression levels of *fasn2* and *fasn3* were strongly downregulated (Figure 5F). This indicates that loss of TOR signaling downregulates lipogenic genes in the oenocytes, and that the increased lipid synthesis observed in *oeno^ts^>tsc1,tsc2* flies is caused by a mechanism independent of the role of TOR in regulating the expression of lipogenic genes in the oenocytes.

### Muscle-to-Oenocyte Pvf1 signaling regulates post-eclosion restoration of stored lipids in adult adipose tissue

When adult flies emerge from their pupal cases the adult adipose tissue has very low stored lipid content (Storelli et al., 2019), and adipose tissue cells of post-eclosion flies are also notably small in size (Figure 6—figure supplement 1, left most panels). Over the course of the next 3 to 7 days the adipose tissue builds up its lipid stores through feeding and de novo lipid synthesis and expands significantly in size both at cellular and tissue levels (Figure 6—figure supplement 1, middle and right most panels). While the average size of the lipid droplets does not change drastically during this period, the number of lipid droplets per cell increases drastically and a large number of smaller lipid droplets start appearing in the adipose tissue cells (Figure 6—figure supplement 1). These observations suggest that build up of adipose tissue lipid stores happens by formation of new lipid droplets that become bigger in size as adipose tissue lipid build up progresses. Since muscle-to-oenocyte Pvf1 signaling axis negatively regulates lipid synthesis, we hypothesized that this pathway is needed to inhibit lipid synthesis once the build up of adipose tissue lipid stores reaches completion. Consistent with this hypothesis, we find that muscle-specific expression levels of *pvf1* is low in newly eclosed flies and increases rapidly over the course of the next 7 days (Figure 6A). To further test the hypothesis that muscle-Pvf1 limits the extent of TAG build up in the adipose tissue of newly eclosed flies, we over-expressed *pvf1* in the adult muscle from day 1 of eclosion and measured the frequency of large lipid droplets (LD ≥ 5 μm in diameter/cell) per cell in the adult adipose tissue using BODIPY staining. Compared to controls, *mus^ts^>pvf1* flies tend to accumulate much lower number of large lipid droplets per adipose tissue cell (Figure 6B, D). Additionally, the experimental animals tend to have larger number of empty adipose tissue cells per animal compared to control flies (Figure 6C). These results suggest that muscle-derived Pvf1 helps terminate the adipose tissue lipid build up phase by suppressing lipid synthesis by signaling to the *Drosophila* oenocytes.

**Figure 6.**
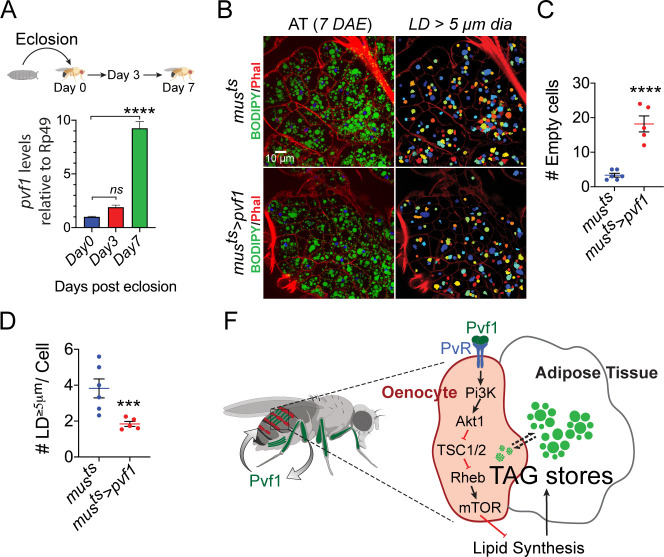
Muscle-Pvf1 limits post-eclosion lipid recovery by suppressing lipid synthesis. (**A**) Muscle-specific expression of *pvf1* in freshly eclosed *w^1118^* males on days 0, 3 and 7 post eclosion. N = 4, 10 adult male abdominal cuticles were used per data point. One-way Anova followed by Dunnett multiple comparison test, *ns* denotes Not Significant with p=*0.202*, **** denotes p≤*0.0001*, error bars = SEM. (**B**) BODIPY staining of adipose tissue from 7-day-old control males (*mus^ts^* = *muscle-Gal4^Gal80ts^*) and males with muscle-specific over-expression of *pvf1* (*mus^ts^>Pvf1*) from Day 0 of eclosion. Panels on the right show identification of lipid droplets (LD) that are ≥ 5 μm in diameter using Cell Profiler. DAE = days after eclosion. (**C**) Quantification of number of adipose tissue cells that do not contain LDs that are ≥ 5 µm in diameter for control (*mus^ts^*) flies and flies with muscle-specific over-expression of *pvf1* (*mus^ts^>pvf1*). N = 5/6 animals, Student t-test, **** denotes p≤*0.0001*, error bars = SEM. (**D**) Quantification of number of large (≥5 μm in diameter) LDs per cell in control (*mus^ts^*) flies and flies with muscle-specific over-expression of *pvf1* (*mus^ts^>pvf1*). N = 5/6 animals, Student t-test, *** denotes p≤*0.001*, error bars = SEM. (**E**) Model of the role of muscle-derived Pvf1 in regulating systemic lipid content by signaling to the oenocytes of adult male flies.

**Figure 6—figure supplement 1.**
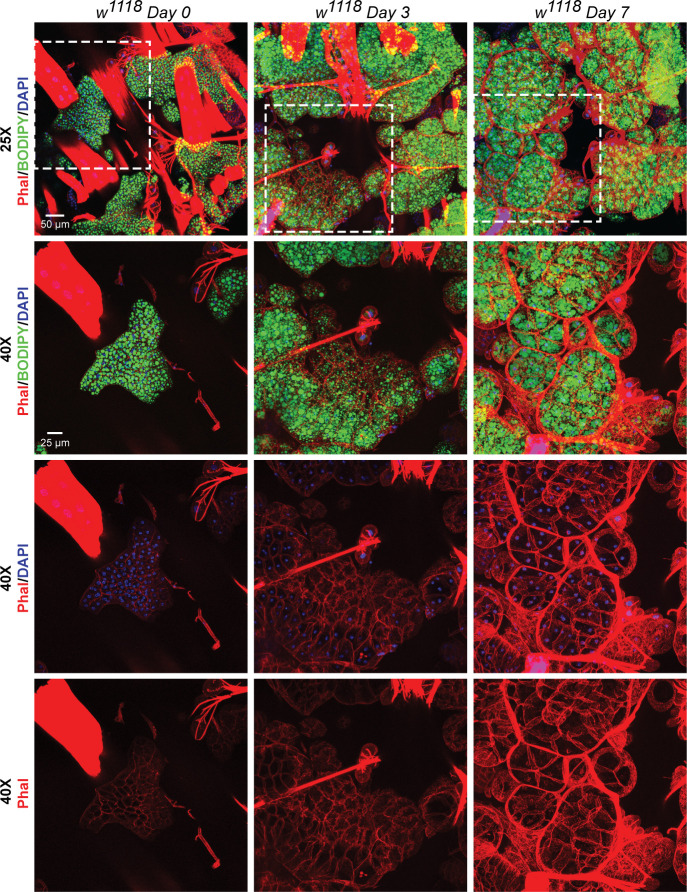
Recovery of adipose tissue lipid stores involve formation and expansion of new lipid droplets, and, expansion of the adipose tissue cells. BODIPY, DAPI and Phalloidin staining of adipose tissue preparations from *w^1118^* flies on day 0, day 3 and day 7 after eclosion. Topmost row shows images acquired with a 25x eyepiece. Bottom three rows show images acquired with a 40x eyepiece. Dotted white boxes show the regions that were re-imaged with the 40x lens. On day 0 post-eclosion, the adipose tissue is small with each cell having two nuclei that are positioned very close to each other. By day 3 and day 7, the adipose tissue cells become progressively larger and fill up with more lipid droplets per cell (both large and small).

**Figure 6—figure supplement 2.**
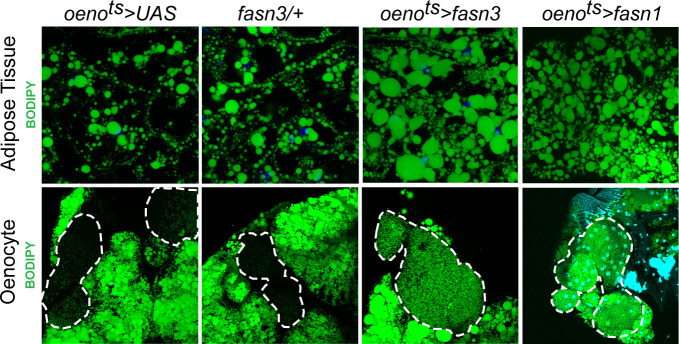
Oenocyte-specific activation of lipid synthesis leads to increased lipid stores in the adipose tissue. BODIPY staining showing neutral lipid accumulation in the adult male adipose tissue and oenocytes (dorsal abdominal cuticle) of control (*oeno^ts^>UAS*) flies and flies with oenocyte-specific over-expression of *fasn3* and *fasn1* (*oeno^ts^>fasn3* and *oeno^ts^>fasn1*).* oeno^ts^* = *oenocyte-Gal4^Gal80ts^*.

## Discussion

The presence in vertebrates of multiple PDGF/VEGF signaling ligands and cognate receptors makes it difficult to assess their roles in inter-organ communication. Additionally, understanding the tissue-specific roles of these molecules, while circumventing the critical role they play in regulating tissue vascularization, is equally challenging in vertebrate models. Here, we investigated the tissue-specific roles of the ancestral PDGF/VEGF-like factors and the single PDGF/VEGF-receptor in *Drosophila* in lipid homeostasis. Our results demonstrate that in adult flies the PDGF/VEGF like factor, Pvf1, is a muscle-derived signaling molecule (myokine) that suppresses systemic lipid synthesis by signaling to the *Drosophila* hepatocyte-like cells/oenocytes.

The *Drosophila* larval and adult adipose tissues have distinct developmental origins. The larval adipose tissue undergo drastic morphological changes during metamorphosis and dissociate into individual large spherical cells (Nelliot et al., 2006). These free-floating adipose cells persist to the young adult stage where they play a crucial role in protecting the animal from starvation and desiccation (Aguila et al., 2007; Storelli et al., 2019). These larval adipose tissue cells are ultimately removed via cell death (Aguila et al., 2007). Adult-specific adipose tissue cells develop during the pupal stage from yet unknown progenitor cells and have very little lipid stores in newly eclosed flies (Figure 6—figure supplement 1). Over the period of next 3–5 days the adult adipose tissue builds up its lipid reserves through feeding and de-novo lipid synthesis. However, at the end of the lipid build-up phase, the rate of lipid synthesis must be suppressed to avoid over-loading of the adipose tissue and prevent lipid toxicity. Our data suggests that muscle Pvf1 signaling suppresses lipid synthesis at the end of the adult adipose tissue lipid build-up phase. Pvf1 production in the adult muscles peaks around the time when adult adipose tissue lipid stores reach steady state capacity. In turn, muscle-derived Pvf1 suppresses lipid synthesis and lipid incorporation by activating TOR signaling in the oenocytes.

### *Drosophila* Pvf1 functions as a myokine that suppresses lipid synthesis

Our study reveals that Pvf1 is abundant in the tubular muscles of the *Drosophila* leg and abdomen. In these striated muscles, the protein localizes between individual myofibrils and is particularly enriched at the M and Z bands. *Drosophila* musculature can be broadly categorized into two groups, the fibrillar muscles and the tubular muscles, with distinct morphological and physiological characteristics. *Drosophila* IFMs of the thorax belong to the fibrillar muscle group and are stretch-activated, oxidative, slow twitch muscles that are similar to vertebrate cardiac muscles (Schönbauer et al., 2011). By contrast, *Drosophila* leg muscles and abdominal muscles belong to the tubular muscle group. These muscles are striated, Ca^2+^ activated, and glycolytic in nature. The tubular muscles are structurally and functionally closer to vertebrate skeletal muscles (Schnorrer et al., 2010; Schönbauer et al., 2011). Expression of Pvf1 in the tubular muscles of the *Drosophila* leg may reflect a potentially conserved role of this molecule as a skeletal-muscle-derived myokine. The fact that most of the myokines in vertebrates were identified in striated skeletal muscles supports this possibility (Pedersen and Febbraio, 2012; So et al., 2014). Moreover, vertebrate VEGF ligands, VEGF-A and VEGF-B, have also been shown to be stored and released from skeletal muscles (Boström et al., 2012; Vind et al., 2011).

Interestingly, in vertebrates, the expression and release of VEGF ligands are regulated by muscle activity (Boström et al., 2012; Vind et al., 2011). In mice, expression of VEGF-B in the skeletal muscles is regulated by PGC1-α, one of the key downstream effectors of muscle activity. Additionally, expression of VEGF-B is upregulated in both mouse and human skeletal muscles in response to muscle activity (Boström et al., 2012; Vind et al., 2011). Similarly, expression of VEGF-A is induced by muscle contraction (Boström et al., 2012). We did not see any effect of muscle activity on the expression levels of *pvf1* in the *Drosophila* muscles. We also could not demonstrate whether muscle activity regulates release of Pvf1 primarily due to the difficulty in collecting adequate amounts of hemolymph from the adult males. However, the localization of Pvf1 to the M/Z bands suggests a potential role for muscle activity in Pvf1 release. The M and Z bands of skeletal muscles are important centers for sensing muscle stress and strain. These protein-dense regions of the muscle house a number of proteins that can act as mechano-sensors and mediate signaling events including translocation of selected transcription factors to the nucleus (Hoshijima, 2006; Lange et al., 2020; Miller et al., 2003). Pvf1, therefore, is ideally located to be able to sense muscle contraction and be released in response to muscle activity. Further work, contingent on the development of new tools and techniques, will be necessary to measure Pvf1 release into the hemolymph and study the regulation of this release by exercise.

We have previously shown that Pvf1 released from gut tumors generated by activation of the oncogene *yorkie* leads to wasting of *Drosophila* muscle and adipose tissue (Song et al., 2019). Adipose tissue wasting in these animals is characterized by increased lipolysis and release of free fatty acids (FFAs) in circulation. However, we did not observe any role of Pvf signaling in regulating lipolysis in the adipose tissue of healthy well-fed flies without tumors. Loss of PvR signaling in the adipose tissue did not have any effect on lipid content. Additionally, over-expressing Pvf1 in the muscle did not lead to the bloating phenotype commonly seen in cachectic animals with gut tumors (Kwon et al., 2015; Song et al., 2019). We conclude that Pvf1 affects wasting of the adipose tissue only in the context of gut tumors and that the effect could involve the following mechanisms: (1) the gut tumor releases pathologically high levels of Pvf1 into circulation leading to ectopic activation of PvR signaling in the adipose tissue, and, that such high levels of Pvf1 are not released by the muscle (even when *pvf1* is over-expressed in the muscle); (2) Pvf1 causes adipose tissue wasting in the context of other signals that emanate from the gut tumor that are not available in flies that do not have tumors.

### *Drosophila* oenocytes regulate lipid synthesis and lipid content of the adipose tissue

Only oenocyte-specific loss of PvR signaling phenocopies the obesity phenotype caused by muscle-specific loss of Pvf1, indicating that muscle-Pvf1 primarily signals to the oenocytes to regulate systemic lipid content. Additionally, muscle-specific loss of Pvf1, as well as oenocyte-specific loss of PvR and its downstream effector TOR, leads to an increase in the rate of lipid synthesis. These observations indicate a role for the *Drosophila* oenocytes in lipid synthesis and lipid accumulation in the adipose tissue. Oenocytes have been implicated in lipid metabolism previously and these cells are known to express a diverse set of lipid metabolizing genes including but not limited to fatty acid synthases, fatty acid desaturases, fatty acid elongases, fatty acid β-oxydation enzymes and lipophorin receptors (reviewed in Makki et al., 2014). Functionally, the oenocytes are proposed to mediate a number of lipid metabolism processes. Oenocytes tend to accumulate lipids during starvation (presumably for the purpose of processing lipids for transport to other organs and generation of ketone bodies) and are necessary for starvation induced mobilization of lipids from the adipose tissue (Gutierrez et al., 2007; Makki et al., 2014). This role is similar to the function of the liver in clearing FFAs from circulation during starvation for the purpose of ketone body generation, and redistribution of FFAs to other organs by converting them to TAG and packaging into very-low density lipoproteins. However, our [1-^14^C]-oleate chase assay did not show any effect of oenocyte-specific loss of PvR/TOR signaling on the rate of lipid utilization, indicating that this pathway does not affect oenocyte-dependent lipid mobilization.

Oenocytes also play a crucial role in the production of VLCFAs needed for waterproofing of the cuticle (Storelli et al., 2019). Results of our starvation resistance assay indicate that loss of the muscle-to-oenocyte Pvf1 signaling axis does not affect waterproofing of the adult cuticle. Storelli et al. have recently shown that the lethality observed in traditionally used starvation assays is largely caused by desiccation unless the assay is performed under saturated humidity conditions. Since our starvation assay was performed under 60% relative humidity (i.e. non-saturated levels), it is likely that desiccation played a partial role in causing starvation-induced lethality. Any defects in waterproofing of the adult cuticle would have led to reduced starvation resistance (Nguyen et al., 2008). However, both muscle-specific loss of Pvf1 and oenocyte-specific loss of PvR led to increased starvation resistance suggesting normal waterproofing in these animals. The increased starvation resistance in these animals is likely the result of these animals having higher stored lipid content that helps them to survive longer without food.

Insect oenocytes were originally believed to be lipid synthesizing cells because they contain wax-like granules (Makki et al., 2014). These cells express a large number of lipid-synthesizing genes and the abundance of smooth endoplasmic reticulum further suggest a role for this organ in lipid synthesis and transport (Chatterjee et al., 2014; Jackson and Locke, 1989; Wigglesworth, 1988). However, evidence for potential involvement of the oenocytes in regulating lipid synthesis and lipid deposition in the adipose tissue has been lacking. The fact that two of the three fatty acid synthases (*fasn2* and *fasn3*) encoded by the *Drosophila* genome are expressed specifically in adult oenocytes suggests a potential role for these cells in lipid synthesis (Chung et al., 2014). Our observation that oenocyte-specific loss of PvR and its downstream effector TOR leads to increased lipid synthesis and increased lipid content of the adipose tissue strongly supports this possibility. Our data further suggests that involvement of the oenocytes in mediating lipid synthesis is more pronounced in newly eclosed adults when the adipose tissue needs to actively build up its lipid stores. In later stages of life, the lipid synthetic role of the oenocytes is repressed by the muscle-to-oenocyte Pvf1 signaling axis. Our observation also raises the question of whether FFAs made in the oenocytes can be transported to the adipose tissue for storage. We tested this possibility by over-expressing the lipogenic genes *fasn1* and *fasn3*, which regulate the rate limiting steps of de-novo lipid synthesis, in the oenocytes. We found that excess lipids made in the oenocytes do end up in the adipose tissue of the animal leading to increased lipid droplet size in the adipose tissue (Figure 6—figure supplement 2). Taken together, these results provide evidence for the role of *Drosophila* oenocytes in lipid synthesis and storage of neutral lipids in the adipose tissue of the animal. Interestingly, the vertebrate liver is also one of the primary sites for de-novo lipid synthesis and lipids synthesized in the liver can be transported to the adipose tissue for the purpose of storage (Gibbons et al., 2000; Meex and Watt, 2017). Hence, the fundamental role of the oenocytes and the mammalian liver converge with respect to their involvement in lipid synthesis.

### A unique role of oenocyte-specific TOR signaling in lipid synthesis

We observed that oenocyte-specific loss of the components of the Pi3K/Akt1/TOR signaling pathway leads to increased lipid synthesis. The increased rate of lipid synthesis in flies lacking TOR signaling in the oenocytes is paradoxical to our current knowledge of how TOR signaling affects expression of lipid synthesis genes. In both vertebrates and flies, TOR signaling is known to facilitate lipid synthesis by inducing the expression of key lipid synthesis genes such as *acetyl CoA-carboxylase* and *fatty acid synthase* via activation of SREBP-1 proteins (Han and Wang, 2018; Heier and Kühnlein, 2018; Porstmann et al., 2008). We therefore checked how oenocyte-specific loss of TOR signaling affects expression of oenocyte-specific fatty acid synthases (*fasn2* and *fasn3*) and oenocyte non-specific fatty acid synthesis genes (*fasn1* and *acc*). We observed that oenocyte-specific loss of TOR strongly down-regulates only *fasn2* and *fasn3,* while the expression of adipose tissue specific *fasn1* and *acc* did not change, indicating that TOR signaling is required for the expression of lipogenic genes in the oenocytes. An increase in lipid synthesis in response to loss of TOR in the oenocytes is quite intriguing and the mechanism remains to be addressed. We do not think the increase in lipid synthesis happens in the oenocytes since loss of TOR signaling rather reduces expression of lipogenic genes in the oenocytes. The increase in lipid synthesis could happen either as a result of compensatory upregulation of lipid synthesis in the adipose tissue or due to disruption of an as yet unknown role of the oenocytes in lipid synthesis that hinges on TOR signaling. The fact that the expression levels of *fasn1* and *acc* does not change significantly in animals lacking TOR signaling in the oenocytes indicates that compensatory upregulation of lipid synthesis, if present, does not happen through transcriptional upregulation of lipid synthesis genes in the adipose tissue. It is still possible, however, that the increase in lipid synthesis is caused by post-translational modifications of the enzymes. Alternatively, loss of TOR in the oenocyte could affect tissue distribution of lipids or impair clearing of dietary lipids via formation of cuticular hydrocarbons. Understanding the tissue specific alterations in gene expression and changes in the phosphorylation states of key lipogenic proteins in the adipose tissue of animals lacking TOR signaling in oenocytes could shed more light on the mechanisms involved.

Interestingly, our data suggests that the *Drosophila* InR does not play a role in activating TOR signaling in the oenocytes. While loss of TOR signaling in the oenocytes leads to obesity, loss of InR signaling does not. Additionally, loss of oenocyte specific InR signaling did not have any effect on p4EBP levels in oenocytes. Moreover, InR signaling and TOR signaling also diverge in their roles in regulating the size of oenocytes. While loss of InR signaling leads to a significant reduction in the size of oenocytes, loss of TOR does not. Further suggesting that TOR does not act downstream of InR in oenocytes. Rather, our data suggests that in wildtype well-fed flies TOR signaling in oenocytes is activated by the Pvf receptor. Interestingly, insulin dependent activation of TOR is not universal. For instance, in the specialized cells of non-obese mouse liver, InR does not play any role in activation of TOR and downstream activation of SREBP-1c (Haas et al., 2012).

*Drosophila* larval oenocytes are known to accumulate lipids in response to starvation (Gutierrez et al., 2007). Chatterjee et al. also showed that starving adult females for 36 hr is capable of inducing lipid accumulation in the oenocytes and that this response is dependent of InR signaling (Chatterjee et al., 2014). Since TOR signaling is a known metabolic regulator, one alternate hypothesis that could explain some of our data is that loss of PvR/TOR signaling leads to a starvation like response specifically in the oenocyte leading to InR-dependent accumulation of lipid droplets. To address this possibility, we performed single nuclei sequencing of the adult male abdominal cuticle (and the tissues residing within) derived from *oeno^ts^>tsc1,tsc2* flies. 

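In *oeno ts>tsc1,tsc2* flies the oenocyte driver expresses the tuberous sclerosis complex genes *tsc1* and *tsc2*, which block TOR activity. The labels and the paper give these flies the same temperature and food as the control. The 2 libraries came from 40 abdomens each. Replicate 1 held 3972281 UMIs in 7594 nuclei, with medians of 431 UMIs and 220 genes per nucleus. Replicate 2 held 1449112 UMIs in 2267 nuclei, with medians of 468 UMIs and 209 genes, and had the fewest nuclei and UMIs of the 4 libraries. Their counts differed by a chi-square of 22.3 per degree of freedom over 10194 genes, and 29 barcodes occurred in both. The counts were made as for the control and are not scaled for depth. Each genotype was prepared as an experiment of its own, so that genotype and experiment cannot be told apart. *gal4*, which the driver carries, was at 162 and 330 CPM in the oenocytes of the *oeno ts>EGFP* replicates and at 318 and 313 CPM in those of the *oeno ts>tsc1,tsc2* replicates, and between 8.60 and 37.2 CPM in adipose tissue and muscle of all libraries. EGFP, *Tsc1* and *gig*, the gene for Tsc2, were not analysed here. To give the nuclei of both genotypes a tissue by the same rule, all 4 libraries were clustered together from log-normalized counts of 2000 variable genes, centred per library, with 30 principal components, 20 nearest neighbours and the Leiden algorithm at resolution 0.1. *gal4*, *Pvr*, *Egfr*, the Pvr ligands and the lipogenic and starvation genes, 57 in all, were left out of the clustering, which could use every other gene tested, and clusters were named from marker lists. In this clustering the oenocytes held 1431 and 1630 nuclei in the *oeno ts>EGFP* replicates and 1319 and 683 in the *oeno ts>tsc1,tsc2* replicates, with 606146, 798068, 612536 and 342188 UMIs. Genotypes were then compared on counts summed per library and tissue.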

The animals were raised under identical experimental conditions as control animals reported in Figure 2. We then re-analyzed the two snRNA-seq data sets after correcting for batch effects using harmony. The resulting UMAP plots for both genotypes look similar to our original UMAP plot for the control flies and identifies all the clusters reported in Figure 2 (Figure 7A, B). 

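The clustering of all 4 libraries gave 10 clusters at resolution 0.1. Cluster 0 was adipose tissue, cluster 1 muscle and cluster 2 oenocytes, by the marker lists. Clusters 3, 7 and 9 carried markers of gut or Malpighian tubule, clusters 4 and 6 of the ejaculatory bulb and male tract, cluster 5 of spermatogenic cells and cluster 8 of the accessory gland. Of the control nuclei, 92.7% were given the same tissue as in the deposited annotation. Of the *oeno ts>tsc1,tsc2* nuclei, 89.2% were given the same tissue by a classifier trained on the deposited control annotation. The muscle cluster carried 4 muscle markers and 4 markers of cuticle-secreting epidermis among its top 10 genes by fold. All clusters held nuclei of both genotypes, but clusters 4 and 6 held 0 nuclei of *oeno ts>EGFP* replicate 2, which allows a share of up to 0.0372% of that library. In the other *oeno ts>EGFP* library these clusters held 72 and 82 nuclei, in *oeno ts>tsc1,tsc2* replicate 1 160 and 118, and in *oeno ts>tsc1,tsc2* replicate 2 20 and 33. Cluster 8 held 31 and 1 nuclei in the *oeno ts>EGFP* replicates and 89 and 4 in the *oeno ts>tsc1,tsc2* replicates.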

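In the joint clustering, adipose tissue made up 53.6% (95% Wilson interval 52.5 to 54.8) and 61.5% (60.4 to 62.5) of the nuclei of the *oeno ts>EGFP* replicates, and 46.0% (44.9 to 47.1) and 32.8% (30.9 to 34.8) of those of the *oeno ts>tsc1,tsc2* replicates. These intervals cover counting error alone. The mean fell from 57.6 ± 5.55% (SD, n = 2) to 39.4 ± 9.33%, a difference of -18.1 percentage points (two-sided exact permutation test, p = 0.333). Oenocytes made up 19.8% (18.9 to 20.8) and 20.2% (19.3 to 21.1) in *oeno ts>EGFP* and 17.4% (16.5 to 18.2) and 30.1% (28.3 to 32.0) in *oeno ts>tsc1,tsc2*. Their means of 20.0 ± 0.259% and 23.7 ± 9.02% differed by 3.73 points (exact permutation test, p = 1). The sign of this difference rests on *oeno ts>tsc1,tsc2* replicate 2, since without it the value was -2.65 and without *oeno ts>tsc1,tsc2* replicate 1 it was 10.1. Muscle rose from 17.7 ± 1.37% to 27.7 ± 3.95%, by 10.0 points (exact permutation test, p = 0.333), and was at 18.6% and 16.7% in *oeno ts>EGFP* and at 24.9% and 30.5% in *oeno ts>tsc1,tsc2*. With 2 libraries against 2 the smallest p this test can give is 0.333, so it cannot reach 0.05 for any difference in shares. Since genes that define clusters differed between the genotypes, the nuclei were also clustered without the genes called in oenocytes, an alternative chosen after seeing the data. It gave differences of -16.5 points for adipose tissue, 4.60 for oenocytes and 7.10 for muscle. The 10 marker genes that were fixed to name the oenocytes did not move together. In *oeno ts>tsc1,tsc2* oenocytes *geko* fell by 3.85 on the log2 scale (standard error 0.39, adjusted p = 0.00628, edgeR with Benjamini-Hochberg adjustment), *CG17560* by 3.86, *mtgo* by 3.10, *LpR1* by 3.16 and *CG10237* by 2.82, and these 5 passed the threshold of 0.05. *Ten-a*, *ImpL2*, *CG2765*, *vvl* and *bru2* did not, with log2 fold changes of -1.44, 1.37, -0.51, 0.49 and 0.58. *mtgo*, *Ten-a* and *bru2* overlap other counted genes on their strand and *CG10237* overlaps *RanGAP*, so part of their counts is uncertain. Within each library all 10 were higher in oenocytes than in the other nuclei, with lowest ratios of 6.86 and 11.0 in the *oeno ts>EGFP* replicates and 4.83 and 5.05 in the *oeno ts>tsc1,tsc2* replicates, in a cluster that was named from these genes. Without *oeno ts>EGFP* replicate 2 the adjusted p of *geko* was 0.121 (edgeR; 0.0159 or less in the other settings) and none of these markers was called.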

The percentage of nuclei that constitute each of our major clusters remained similar in both genotypes and the top marker genes for each of the clusters did not change (Figure 7C, D). We subsequently converted the oenocyte-specific gene expression profiles from both data sets to pseudobulk expression for the genes that were detected. This allowed us to compare the expression profiles of the oenocytes from control animals and animals lacking TOR signaling in oenocytes (Figure 7E). 

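On counts summed over the oenocyte nuclei of each library, 6112 genes were tested with edgeR's quasi-likelihood test. At an adjusted p under 0.05 (Benjamini-Hochberg), 241 genes differed between the genotypes, 104 higher and 137 lower in *oeno ts>tsc1,tsc2*. Scaling by library totals alone called 167, of which 89 were higher and 78 lower, so that 53.3% were higher against 43.2% in the first fit. DESeq2 called 415 genes, 201 of them among the 241. The count rested on single libraries. Without *oeno ts>EGFP* replicate 2 edgeR called 0 genes (775 at an unadjusted p under 0.05), without *oeno ts>tsc1,tsc2* replicate 2 it called 97, without *oeno ts>EGFP* replicate 1 289 and without *oeno ts>tsc1,tsc2* replicate 1 236. On the paper's scale, the natural log of the average expression plus 1, 687 genes lay beyond 1.5-fold, 402 higher and 285 lower. The 5 largest increases among genes past the threshold and changed alike in all 4 pairs of libraries were *blanks*, *snsl*, *CG15625*, *CG42741* and *CG8534*. CPM in this paragraph are scaled by edgeR's TMM factors as well as by the UMI total. *blanks* (chromosome arm 3L, 5497523 to 5498958) was at 15.5 and 11.9 CPM in the *oeno ts>EGFP* replicates and 851 and 1599 CPM in the *oeno ts>tsc1,tsc2* replicates, a log2 fold change of 6.47 (standard error 0.55, adjusted p = 0.00533, edgeR with Benjamini-Hochberg adjustment). *snsl* and *CG15625* (2L, 4903865 to 4906762 and 4889995 to 4891277) rose by 5.67 and 5.65 on the log2 scale; they lie within 20 kb of each other, and *snsl* overlaps *CG3036*. *CG42741* (2R, 23011078 to 23042943), which overlaps *twi*, had 2 counts in *oeno ts>EGFP* and 72 in *oeno ts>tsc1,tsc2*, a ratio of 52.9 (95% counting interval 14.1 to 446), and *CG8534* (3R, 9812747 to 9813939) rose by 4.89 on the log2 scale. The 5 largest decreases were *CG8500*, *CG3770*, *esn*, *CG15358* and *CG33143*. *CG33143* (2R, 22614328 to 22634084), which overlaps *CG17807*, was at 889 and 957 CPM in *oeno ts>EGFP* and 15.9 and 29.9 CPM in *oeno ts>tsc1,tsc2*, a log2 fold change of -5.41 (standard error 0.48, adjusted p = 0.00533, same edgeR test). *CG15358* (2L, 1882008 to 1883214) had 333 counts in *oeno ts>EGFP* and 4 in *oeno ts>tsc1,tsc2*. *CG8500* (3R, 9784653 to 9789323), which overlaps *CG12945*, had 66 and 0 counts and was at least 15.0-fold lower, taking 3 counts over the group as the floor. *CG3770* (2R, 24945139 to 24946636), which overlaps *CG15861* and *CG2790*, had 152 and 1 counts, a ratio of 103 (18.3 to 4108), and *esn* (2R, 7086316 to 7127868), which overlaps *Cyp9b1*, had 102 and 1, a ratio of 69.3 (12.2 to 2766). Without *oeno ts>EGFP* replicate 2 all 10 genes kept their direction and 0 were called.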

We specifically looked at the effect of losing TOR on the expression of the 47 genes that Chatterjee et al. had reported to be up-regulated in oenocytes in response to starvation. 

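Of the 47 genes that starvation was reported to raise in oenocytes, 40 had a count in the oenocytes of any library, 35 in both genotypes and 25 in every library. By library, 38 and 35 had a count in the *oeno ts>EGFP* replicates and 35 and 27 in the *oeno ts>tsc1,tsc2* replicates. The list was fixed by the paper before these comparisons. After edgeR's filter on low counts, 20 could be tested on counts summed per library. None was called over all genes tested (0 of 20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 were called when adjusted over the list alone, where the smallest adjusted p was 0.226. At an unadjusted p under 0.05 there were 2, and DESeq2 called 0, with 1 at an unadjusted p under 0.05. In *oeno ts>tsc1,tsc2* 6 of the 20 were higher and 14 lower, with a median log2 fold change of -0.34. Beyond 1.5-fold in these fitted values were 8 genes, all lower. Other settings also put genes beyond 1.5-fold as higher, 1 against 9 lower with DESeq2, 2 against 8 with library totals alone and 5 against 20 with no filter on low counts. Without *oeno ts>tsc1,tsc2* replicate 1 it was 1 higher against 13 lower, without *oeno ts>tsc1,tsc2* replicate 2 or *oeno ts>EGFP* replicate 1 4 against 9, and without *oeno ts>EGFP* replicate 2 3 against 10. The largest changes were *CG5107* at -2.21 (standard error 0.78, adjusted p = 0.185, edgeR with Benjamini-Hochberg adjustment), *Exn* at -1.50, *CG5966* at -1.38, *CG9813* at -1.21, *lectin-28C* at -1.10 and *alphaTry* at -1.0. *CG9813* overlaps *CG34309* and *lectin-28C* overlaps *TwdlE*, so part of their counts is uncertain. Counts were low, with 49, 18, 11 and 1 for *CG5107* and 25, 41, 21 and 0 for *CG5966* in *oeno ts>EGFP* replicates 1 and 2 and *oeno ts>tsc1,tsc2* replicates 1 and 2. On the paper's scale, the natural log of the average expression per nucleus plus 1, 0 genes lay beyond 1.5-fold, and the largest difference was 0.350, where 1.5-fold is 0.405. A gene whose control value lies under 0.405 cannot fall beyond that cutoff, even with no counts left, so the scale hides changes of low genes. By the ratio of the average expression, with no constant added, 17 of the 35 genes found in both genotypes lay beyond 1.5-fold, 10 lower and 7 higher. *Amy-p*, at a ratio of 0.127, differed by -0.271 on the paper's scale, and *CG10621*, at 6.06, by 0.111. With the filter on low counts dropped, 2 of 40 genes were called, *Amy-p* (8, 43, 4 and 0 counts in the same order) and *CG5107*, both lower. With the replicate number as a block, 1 of the 20 was called, *CG5107*, also lower, although replicates of the genotypes share only a number. Without *oeno ts>EGFP* replicate 1, 1 gene was called (*Amy-p*), and without *oeno ts>tsc1,tsc2* replicate 1 another (*CG5966*, left with 0 counts in *oeno ts>tsc1,tsc2*), again lower.

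**Figure D2:**
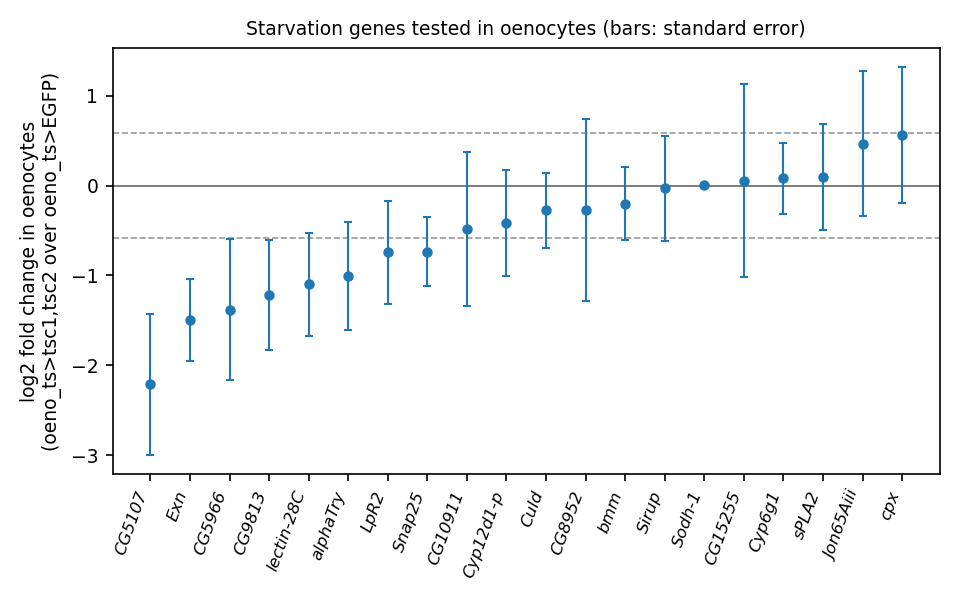
Log2 fold change in oenocytes, *oeno ts>tsc1,tsc2* over *oeno ts>EGFP*, of the 20 starvation genes tested. Points are edgeR estimates from 2 libraries per genotype, and dashed lines mark 1.5-fold. Bars are standard errors derived from the test, the log2 fold change over the square root of its F statistic. *Sodh-1*, at 0.00, has an F near 0 and no standard error. The lowest is *CG5107* at -2.21, and 14 of the 20 lie below 0.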

Thirty-six of these genes were detected by our single nuclei sequencing analysis, however, none of them changed significantly (we used a cutoff of 1.5-fold change) (Figure 7E, Supplementary file 4). Based on this observation, we conclude that loss of TOR signaling most likely does not mount a starvation like response in the oenocytes.

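Taken as a set, the 20 tested starvation genes leaned towards lower expression in *oeno ts>tsc1,tsc2* oenocytes. camera, a set test with a preset correlation between genes, gave p = 0.0298 for a lower set over the edgeR fit. The call did not hold with an estimated correlation (p = 0.141, edgeR fit) or under fry (p = 0.105, edgeR fit), and it was lost without *oeno ts>tsc1,tsc2* replicate 2 (camera p = 0.201, edgeR fit). With its preset correlation camera gave p = 0.0373 with library totals alone, 0.0138 with no filter on low counts and 0.0140 with the replicate block. All were for a lower set. In these edgeR fits the estimated correlation gave p = 0.296, 0.183 and 0.227, and fry gave p = 0.268, 0.145 and 0.0649. The correlation itself was estimated at -0.0148 in the first fit and at 0.0861, 0.0284 and -0.0526 in these. Where it was below 0, correlation between the genes cannot have raised the p of camera. A filter of at least 10 counts in every library left 8 of the genes. In that edgeR fit camera with its preset correlation gave p = 0.181 and fry p = 0.00449. The mean log2 fold change of the set was -0.51, of the same sign as its median. No setting called a starvation gene higher in *oeno ts>tsc1,tsc2*. In simulated oenocyte libraries of this design, edgeR recovered 44.2% of single genes changed by 2 on the log2 scale (5816 genes), so a change of that size in a single gene can be missed. Of simulated sets of 20 genes that varied independently and were all changed by -1 on that scale, camera gave a p under 0.05 for 100%, its estimated correlation for 82% and fry for 87% (6112 genes). The paper starts from an alternate hypothesis that could explain some of its data, in which loss of PvR/TOR signaling leads to a starvation like response specifically in the oenocyte. It looked up these genes in the average expression of the oenocytes of each genotype, applied a cutoff of 1.5-fold and found no gene beyond it (Figure 7E). From this absence of a change the paper concludes that loss of TOR signaling most likely does not mount a starvation like response.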

**Figure 7.**
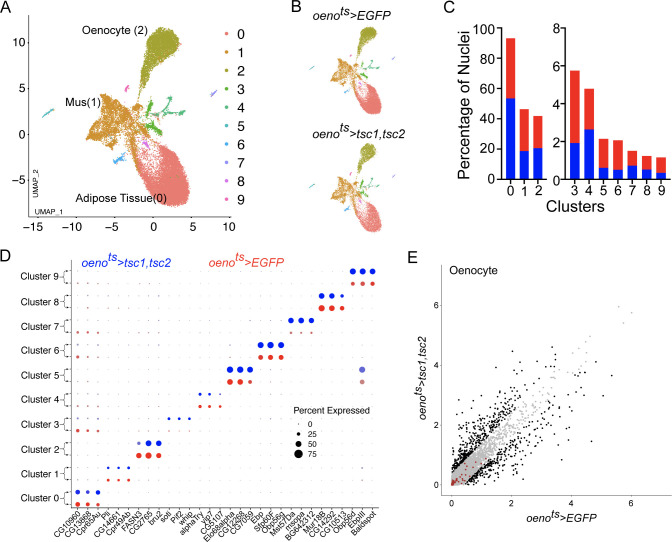
Differential snRNA-seq of the abdominal cuticle upon oenocyte-specific loss of TOR. (**A**) Integrated Uniform Manifold Approximation and Projection (UMAP) plot of snRNA-seq data derived from the abdominal cuticle samples pertaining to oenocyte-specific overexpression of *tuberous sclerosis complex 1* and *2* (*tsc1*, *tsc2*), which results in the blockade of TOR activity. The UMAP shows 10 distinct clusters (0–9) with the Adipose (0), Muscle (1), and Oenocytes (2) as the major tissue clusters. *oeno^ts^* = *oenocyte-Gal4^Gal80ts^*. (**B**) UMAPs separated (from A) based on samples oenocyte-specific overexpression of EGFP control (*oeno^ts^>EGFP*) and *tsc1*, *tsc2* (*oeno^ts^>tsc1, tsc2*). (**C**) Bar graphs depicting the percentages of nuclei between the two genotypes *oeno^ts^ >EGFP* (red) and *oeno^ts^>tsc1, tsc2* (blue). Note that the fraction of nuclei did not change in cluster 2, which represents the Oenocytes. (**D**) Dot plot representing top three genes enriched per cluster based on average expression (logFC). Color gradient of the dot represents the expression level, while the size represents percentage of cells expressing any gene per cluster. The dots within each cluster are separated based on the two genotypes *oeno^ts^>EGFP* (red) and *oeno^ts^>tsc1, tsc2* (blue) to showcase changes in gene expression, if any. (**E**) Scatter plot depicting the differentially expressed genes within the Oenocyte cluster pertaining to the two genotypes, *oeno^ts^>EGFP* and *oeno^ts^>tsc1,tsc2 *[log(average expression +1)]. The differential gene expression analysis reveals that certain genes known to be induced upon starvation (highlighted as red dots) remain unchanged upon loss of TOR activity within oenocytes compared to controls. See Supplementary file 4 for the list of starvation-induced genes.

Since Pi3K, Akt, and TOR signaling also control cellular growth, there is a possibility that manipulating these genes lead to changes in oenocyte size that in turn leads to the lipid accumulation phenotypes we observe. Indeed, we saw changes in oenocyte size when we disrupted some of these pathways. Since all our studies involved conditional knockdown or over-expression in post-developmental adult animals, the effect on size is most likely caused by changes in the size of individual oenocytes. Consistently, we find that genotypes that lead to smaller oenocytes tend to have more densely packed nuclei. We therefore used nuclei density as a readout to quantify the effect of losing PvR, TOR, Akt1, or InR signaling on oenocyte size. Loss of PvR signaling did not have any effect on oenocyte size (Figure 4—figure supplement 2C, D) and loss of TOR signaling leads to a small but not significant increase in oenocyte size. Whereas loss of *InR* signaling or *akt1* leads to significant decrease in oenocyte size. However, we did not observe any clear correlation between oenocyte size and the obesity phenotype (Figure 4—figure supplement 2C, D). Thus, while oenocyte size could potentially affect lipid metabolism, at least in our study, the size of the oenocytes was not the driving force for the phenotypes observed.

Serum levels of VEGF-A is high in obese individuals and drops rapidly in response to bariatric surgery, suggesting a role for VEGF-A in obesity (García de la Torre et al., 2008; Loebig et al., 2010; Silha et al., 2005). However, evidence on whether VEGF-A or other VEGFs are deleterious vs beneficial in the context of the pathophysiology of obesity is unclear. Adipose tissue-specific over-expression of both VEGF-B and VEGF-A has been shown to improve adipose tissue vascularization, reduce hypoxia, induce browning of fat, increase thermogenesis, and protect against obesity (Elias et al., 2012; Robciuc et al., 2016; Sun et al., 2012; Sung et al., 2013). At the same time, blocking VEGF-A signaling in the adipose tissue of genetically obese mice leads to reduction of body weight gain, improvement in insulin sensitivity, and a decrease in adipose tissue inflammation (Sun et al., 2012). Moreover, systemic inhibition of VEGF-A or VEGF-B signaling by injecting neutralizing monoclonal antibodies have also shown remarkable effects in improving insulin sensitivity in the muscle, adipose tissue, and the liver of high-fat diet-induced mouse models of obesity and diabetes (Hagberg et al., 2012; Wu et al., 2014). Although the evidence on the roles of VEGF/PDGF signaling ligands in obesity and insulin resistance is well established, the mechanisms clearly are quite complex and are often context dependent. Consequently, a wider look at various tissue specific roles of PDGF/VEGF signaling will be necessary to comprehensively understand the roles of PDGF/VEGF signaling in lipid metabolism. Our work demonstrates an evolutionarily conserved role for PDGF/VEGF signaling in lipid metabolism and a non-endothelial cell dependent role of the signaling pathway in lipid synthesis. Additionally, our findings suggest an atypical tissue-specific role of TOR signaling in suppressing lipid synthesis at the level of the whole organism. Further studies will be required to determine whether vertebrate VEGF/PDGF and TOR signaling exerts similar roles either in the vertebrate liver or in other specialized organ.

### A transcriptomic resource of adipose/oenocyte/muscle tissues

We made use of snRNA-Seq technology to identify expression of Pvr precisely in certain tissues in the complex abdominal region, which harbors several metabolically active tissues including adipose tissues, oenocytes, and muscle in *Drosophila*. As yet, there is no systematic study of a complete transcriptomics resource of each of these tissues considering the difficulty in dissecting and segregating these tissues for downstream sequencing. Thus, our study also provides a rich resource of gene expression profiles, paving way for a systems-level understanding of each of these tissues in *Drosophila.*

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation		Source or reference		Identifiers	Additional information	
Gene (*D. melanogaster*)	*Pvf1*		FlyBase		FLYB: FBgn0030964	NA	
Gene (*D. melanogaster*)	*Pvf2*		FlyBase		FLYB: FBgn0031888	NA	
Gene (*D. melanogaster*)	*Pvf3*		FlyBase		FLYB: FBgn0085407	NA	
Gene (*D. melanogaster*)	*Pvr*		FlyBase		FLYB: FBgn0085407	NA	
Gene (*D. melanogaster*)	*Pi3K21B*		FlyBase		FLYB: FBgn0020622	NA	
Gene (*D. melanogaster*)	*Pi3K92E*		FlyBase		FLYB: FBgn0015279	NA	
Gene (*D. melanogaster*)	*Akt1*		FlyBase		FLYB: FBgn0010379	NA	
Gene (*D. melanogaster*)	*Tsc1*		FlyBase		FLYB: FBgn0026317	NA	
Gene (*D. melanogaster*)	*Tsc2*		FlyBase		FLYB: FBgn0005198	NA	
Gene (*D. melanogaster*)	*Pli*		FlyBase		FLYB: FBgn0025574	NA	
Gene (*D. melanogaster*)	*sls*		FlyBase		FLYB: FBgn0086906	NA	
Gene (*D. melanogaster*)	*geko*		FlyBase		FLYB: FBgn0020300	NA	
Gene (*D. melanogaster*)	*Pi3K59F*		FlyBase		FLYB: FBgn0015277	NA	
Gene (*D. melanogaster*)	*Pi3K68D*		FlyBase		FLYB: FBgn0015278	NA	
Gene (*D. melanogaster*)	*rl*		FlyBase		FLYB: FBgn0003256	NA	
Gene (*D. melanogaster*)	*InR*		FlyBase		FLYB: FBgn0283499	NA	
Gene (*D. melanogaster*)	*FASN1*		FlyBase		FLYB: FBgn0283427	NA	
Gene (*D. melanogaster*)	*FASN3*		FlyBase		FLYB: FBgn0287184	NA	
Strain, strain background (*D. melanogaster*)	*w^1118^*		Vienna *Drosophila* Resource Center		VDRC ID: 60000	1w[1118]	
Genetic reagent (*D. melanogaster*)	*UAS-pvf1i/UAS-pvf1-i1*		Vienna *Drosophila* Resource Center		VDRC ID: 102699	Genotype: P{KK112211}VIE-260B	
Genetic reagent (*D. melanogaster*)	*UAS-pvf1-i2*		National Institute of Genetics		NIG Fly: 7103 R-2	*NA*	
Genetic reagent (*D. melanogaster*)	*UAS-pvf2-i*		Vienna *Drosophila* Resource Center		VDRC ID: 102072	Genotype: P{KK110608}VIE-260B	
Genetic reagent (*D. melanogaster*)	*UAS-pvf3-i*		Vienna *Drosophila* Resource Center		VDRC ID: 105008	Genotype: P{KK112796}VIE-260B	
Genetic reagent (*D. melanogaster*)	*mus^ts^*		Perrimon Lab stock		PMID:28739899	Genotype: w[*]; P[w[+mC]=tub]P-Gal80{[ts]}10; P{w[+mC]}=Gal4-{Mef2.R}3	
Genetic reagent (*D. melanogaster*)	*v-i*		National Institute of Genetics		NIG Fly: 2115 R-1	NA	
Genetic reagent (*D. melanogaster*)	*pli-troj-Gal4*		Bloomington *Drosophila* Stock Center		BDSC: 77693	Genotype: y[1] w[*]; Mi{Trojan-GAL4.2}Pli[MI00302-TG4.2]/TM3, Sb[1] Ser[1]	
Genetic reagent (*D. melanogaster*)	*sls-troj-Gal4*		Bloomington *Drosophila* Stock Center		BDSC: 67495	Genotype: y[1] w[*]; Mi{Trojan-GAL4.1}sls[MI10783-TG4.1]/TM3, Sb[1] Ser[1]	
Genetic reagent (*D. melanogaster*)	*geko-troj-Gal4*		Bloomington *Drosophila* Stock Center		BDSC: 66833	Genotype: y[1] w[*]; Mi{Trojan-GAL4.1}geko[MI02663-TG4.1]/TM3, Sb[1] Ser[1]	
Genetic reagent (*D. melanogaster*)	*pvr^DN^*		Bloomington *Drosophila* Stock Center		BDSC: 58430	w[1118]; P{w[+mC]=UASp Pvr.DN}D1	
Genetic reagent (*D. melanogaster*)	*AT^ts^*		Perrimon lab		FBrf0234453	yw/w; tub-Gal80ts/Cyo; Lpp-Gal4/TM6BTby+	
Genetic reagent (*D. melanogaster*)	*oeno^ts^*		Bloomington *Drosophila* Stock Center		BDSC: 65700	Genotype: P{w[+mC]=Desat1 GAL4.E800}4M, P{w[+mC]=tubP-GAL80[ts]}2	
Genetic reagent (*D. melanogaster*)	*pvr-i*		National Institute of Genetics		NIG-FLY: 8222 R-2	NA	
Transfected construct	NA		NA		NA	NA	
Biological sample (*D. melanogaster*)	Adult Abdominal Cuticle		NA		NA	NA	
Antibody	Anti-Pvr (Rat, Polyclonal)		Rosin et al., 2004		PMID:15056618	1/400	
Antibody	Anti-Pvf1 (Rat, Polyclonal)		Rosin et al., 2004		PMID:15056618	1/100	
Antibody	Anti-p4E-BP (Rabbit, monoclonal)		Cell Signaling		2855S	1/200	
Recombinant DNA reagent	NA		NA		NA	NA	
Sequence-based reagent	FASN1 (primer)		FlyPrimerBank		PP32811	For: ATTATTGACGCTGGCCTAAACC Rev: TGCTGCTCAGTCTCCGAGT	
Sequence-based reagent	FASN2 (primer)		FlyPrimerBank		PP1235	For: ACATTGTGATCTCGGGACTTTC Rev:CGCTAAAGAACTTGTCGTCGAA	
Sequence-based reagent	FASN3 (primer)		FlyPrimerBank		PP17912	For: CGCCGATGGCGTCATTTTAAT Rev:CTCCAAAGAAGGTTGCATCAAAC	
Sequence-based reagent	Pvf1 (primer)		FlyPrimerBank		PP26981	For: AATCAACCGTGAGGAATGCAA Rev: GCACGCGGGCATATAGTAGT	
Sequence-based reagent	ACC (primer)		FlyPrimerBank		PP34306	For: CGAGCGGGCCATTAGGTTT Rev: GCCATCTTGATGTATTCGGCAT	
Peptide, recombinant protein	NA		NA		NA	NA	
Commercial assay or kit	Chromium Single Cell 3’ Library and Gel Bead Kit v2		10x Genomics		PN-120267	NA	
Commercial assay or kit	Chromium i7 Multiplex Kit		10x Genomics		PN-120262	NA	
Commercial assay or kit	Chromium Single Cell A Chip Kit		10x Genomics		PN-1000009	NA	
Commercial assay or kit	Nuclei Isolation Kit: Nuclei PURE Prep		Sigma-Aldrich		Cat# NUC201-1KT	NA	
Chemical compound, drug	NA		NA		NA	NA	
Software, algorithm	Seurat		Stuart et al., 2019		PMID:31178118	NA	
Software, algorithm	Harmony		Korsunsky et al., 2019		PMID:31740819	NA	
Software, algorithm	SoupX		Young and Behjati, 2018		Biorxiv	doi: https://doi.org/10.1101/303727	
Software, algorithm	Biorender		https://biorender.com/		NA	Biorender was utilized to make the schematic diagrams used in this study.	
Other	DAPI (nuclear stain)		Vector Laboratories		Cat# H-1200	Ready to use	
Other	BODIPY		ThermoFischer		Cat# D3823	1/500 dilution of a 1 mg/ml stock in DEPC	
Other	SyBr Green		Bio-Rad iQ SYBR Green Supermix		Cat# 1708880	Working concentration: 1X	
Other	Phalloidin		ThermoFischer		A12381	1/100 dilution of a 1 mg/ml stock in Methanol	

### *Drosophila* strains

A detailed list of fly strains and genotypes used for each figure is provided in the Key Resources Table. For tissue-specific transgene expression, we used the following temperature-sensitive strains. *PromE-Gal4, tub-Gal80^ts^* (BDSC:65406) for the oenocytes (*oeno^ts^*), *tub-Gal80^ts^; mef2-Gal4* and *tub-Gal80^ts^; mhc-Gal4* for the muscle (*mus^ts^*), *tub-Gal80^ts^; Lpp-Gal4* for the adipose tissue (*AT^ts^*)and *myo1A-Gal4; tub-Gal80^ts^* for the gut (*gut^ts^*). Control animals throughout the paper were generated by either crossing the temperature-sensitive driver lines to the isogenized *w^1118^* flies from VDRC or by crossing relevant UAS-lines to the isogenized *w^1118^* flies from VDRC (VDRC60000). The *UAS-fasn3* line was generated in the lab. For gene silencing, we used RNAi lines from the TRiP (https://fgr.hms.harvard.edu/fly-in-vivo-rnai) available through BDSC, NIG-Fly (https://shigen.nig.ac.jp/fly/nigfly/) and VDRC (https://stockcenter.vdrc.at/control/main).

### Fly food and temperature

Flies strains were routinely kept at 25°C or 18°C on standard lab food (SF) composed of 15 g yeast, 8.6 g soy flour, 63 g corn flour, 5 g agar, 5 g malt, 74 ml corn syrup per liter. 15 w/v HSD was prepared by adding 10 g of Sucrose to 50 g of standard lab food that was melted using a microwave. The sucrose was thoroughly mixed and dissolved completely before pouring 3 ml of food in standard vials. For all experiments fly crosses were maintained at 18°C on SF. We ensured that the density of our experimental animals was kept optimum for proper growth and uniformity of growth conditions. To do so, all crosses consisted of 8 virgin females that were crossed to six males in standard *Drosophila* food vials. The crosses were allowed to sit in a vial for 6 days at 18°C and then the adults were discarded. We found that 6 days of egg laying at 18°C led to eclosion of 30–40 healthy adult males and an equal number of females. These animals were very comparable in size. We discarded animals that came from vials that yielded ≤ 60 adults or ≥ 80 adults. We regularly reared multiple crosses in parallel to obtain the final number of males that are necessary for a given experiment. Once adults eclosed, they were aged 3–5 days at 18°C and then shifted to 29°C for respective experimental regimes. For knockdown experiments, flies were maintained at 29°C for 7 days on SF and then shifted to HSD (29°C) for another 7 days before collection. For over-expression experiments, flies were maintained at 29°C for 3–4 days and then transferred to HSD (29°C) for 4–5 days before collection.

For all radioactivity feeding experiments, the radioactive compounds were added in the HSD and feeding was started from day 1 of transfer to HSD (29°C). For lipid mobilization assays, the flies were kept on [1-^14^C]-oleate containing HSD for 3 days and then transferred to cold SF for radioactive chase. For lipid incorporation assays, the flies were transferred to [U-^14^C]-Sucrose containing HSD and samples were collected every 24 hr. U-^14^C-Glucose feeding behavior assay was performed as described before (Kwon et al., 2015). For all radio-isotope feeding experiments, we reared the flies on cold food for 7–8 hr between the time that the flies stopped feeding on hot food and the start of our experiment. This ensured that radiolabeled food from the gut is eliminated and that the signal measured comes only from the radioactivity that was incorporated in the cells of the animals (Kwon et al., 2015).

### Preparation of radioactive food

4 μCi of radioactive material was prepared in 15 μl Ethanol ([1-^14^C]-oleate) or water ([U-^14^C]-Sucrose) along with 5 μl of FIDC blue food dye (to visually confirm that the radioactive material is spread evenly on the food surface). HSD food was poured into empty vials without creating any bubbles to make sure to have an even surface when the food solidifies. The radioactive mixture was added on the surface of solidified HSD food dropwise using a pipette and making sure that it is evenly distributed. Importantly, the vials were then appended to a rotor that allowed slow rotation of the vials along the longitudinal axis to assist even spreading of the liquid as it dries overnight.

### BODIPY staining and imaging

The abdominal dorsal cuticle was dissected in relaxing buffer (1X PBS, 5 mM MgCl_2_ and 5 mM EGTA) using micro-scissors with the adipose tissue attached to the cuticle as described before (Rajan et al., 2017). The samples were fixed with 4% paraformaldehyde in relaxing buffer for 20 min. Subsequently the samples were washed with PBS, permeabilized with 0.1% PBT (PBS + 0.1% TritonX100) in PBS for 30 min. PBT was removed by washing with PBS, three times, 5 min each, before adding BODIPY. For BODIPY staining, 500 μl of BODIPY in PBS (1/500 dilution of a 1 mg/ml stock in DMSO) was added to the samples and the samples were placed on a rotator for 30 min at room temperature. The samples were then washed in PBS, two times, 10 min each, incubated in PBS with DAPI for 10 min, washed two more times in PBS, 10 min each, and then mounted with Vectashield mounting media (VectaShield 1000). Samples were mounted with a bridge using two pieces of scotch tapes (3M) with the adipose tissue facing the cover slip. Samples were imaged using a Zeiss LSM780 confocal microscope. Images were acquired at room temperature.

### Triacylglycerol (TAG) assays

Whole animal TAG was measured as described previously (Tennessen et al., 2014). Briefly, eight males were homogenized in 96-well deep well plates with 250 μl of ice cold PBT using a TissueLyser II (1 mm Zirconium beads, frequency: 30/s, time: 30 s). The plates were centrifuged at 1500 rpm for 3 min to remove any debris and 10 μl of the supernatant and triglyceride standards (Sigma: G7793-5ML) was added to 20 μl of triglyceride reagent (Sigma: T2449-10ML) in 96 well black clear bottom plates (Greiner bio-one; non-binding, black plates 655906) and the mixture was incubated at 37°C for 40–45 min. 100 μl of free-glycerol reagent (Sigma: F6428-40ML) was subsequently added to each well and the samples were incubated at 37°C for 5–10 min before reading absorbance at 540 nm using a 96-well plate reader.

### Immunohistochemistry to detect Pvf1 and PvR proteins

Rat anti-Pvf1 and Rat anti-PvR sera were used at a dilution of 1/200 and 1/500 respectively in blocking solution (BS: 1X PBS+0.1% TritonX100+5% BSA). Anti-Rat secondary antibody was used at a dilution of 1/500. Rabbit monoclonal antibody to p4EBP and secondary antibody (Donkey anti-Rabbit-488) for p4EBP detection were pre-cleared with fixed embryos (*w^1118^*) at a dilution of 1/50 in BS and then used at a dilution of 1/200 and 1/500 in BS, respectively.

#### Oenocytes/adipose tissue

The abdominal dorsal cuticle was dissected in relaxing buffer (1X PBS, 5 mM MgCl_2_ and 5 mM EGTA) using micro-scissors with the adipose tissue attached to the cuticle. The samples were fixed with 4% paraformaldehyde in relaxing buffer for 20 min. The samples were then washed in 1X PBS three times, 5 min each. The samples were permeabilized with 1X PBS+0.1% TritonX100 (PBT) for 30 min and then incubated with BS for 2 hr at room temperature. Primary antibody staining was performed in BS at 4°C overnight or 48 hr for staining the oenocytes with constant rotation (a long incubation is necessary for the antibody to percolate into the oenocytes) with constant rotation. Post primary incubation, samples were washed generously (five times, 15 min washes with PBT) at room temperature. Secondary, antibody incubation was done at room temperature for 2 hr in BS diluted 1/5 in PBT. Post secondary-incubation samples were washed in PBT and mounted with Vectashield mounting media. For phalloidin staining, PBT was exchanged with PBS with three washes and samples were incubated with phalloidin in PBS for 30 min at RT. Samples were then washed in PBS and mounted with vecta-shield mounting media.

#### Muscle

Adult male thoraxes were prepared for fixation by removing the head and abdomen. Additionally, the tips of the legs were cut using micro-scissors to allow easy access to the leg muscles for the fixative. The dissected samples were fixed in 4% paraformaldehyde for 30 min. The samples were subsequently embedded in 4% low-melt agarose and left at 4°C over night for the agarose to solidify. Samples in agarose blocks were mounted on to the stage of a vibratome (Leica VT1000M) in ice-cold PBS and 100 μm sections were cut. The sections were further trimmed under the microscope tissue sections with some surrounding agarose were transferred to 2 ml tubes. Subsequent immuno-staining steps were similar to as discussed in the previous section. Stained sections were mounted in Vectashield mounting media and imaged using a Zeiss LSM 780 confocal microscope.

### RT-qPCR

Real-time quantitative PCR (RT-qPCR) experiments were conducted using a Biorad CFX 96/384 device. The iQ SYBR green super mix and i-Script RT-reaction mix was used as per the manufacturer’s instructions for the qPCR reactions. 7.5 μl of the 2x reaction mix, primer-mix final concentration of 133 nM and 20 ng of cDNA (assuming 1:1 conversion of RNA to cDNA) were regularly used per reaction. Reagents and samples were dispensed using a Formulatrix Mantis small volume liquid handler. The ΔΔCt method was used to calculate fold change in experimental conditions. Four to five biological replicates were used in all experiments. Transcript levels were normalized to *Drosophila Rp49*, *tub* and *gapdh*. Standard curves were run for each primer before use and we only used primers that showed an efficiency above 95%.

### Folch extraction and thin-layer chromatography (TLC)

#### Folch extraction

Animals were collected in 1.5 ml screw cap tubes along with 1 mm zirconium beads and were frozen on dry ice. Samples were stored at −80°C if necessary, until all samples were ready for processing. For processing of the samples, 600 μl of Methanol:ChCl_3_:H_2_O (10:5:4) was added to the tubes using a graduated glass Hamilton syringe and the animals were homogenized using the Qiagen TissueLyser II instrument. Two rounds of homogenization at a frequency of 30/sec and total duration of 30 s per round were performed to ensure complete homogenization of the tissues. The samples were placed on a rotor at 37°C for 1 hr. Subsequently, 160 μl of ChCl_3_ and 160 μl of 1 M KCl were added to each sample. The samples were shaken vigorously for 5 s and briefly vortexed before centrifuging at 3000 rpm for 2 min on a standard Eppendorf bench top centrifuge for phase separation. 220 μl of the organic phase (bottom layer) was pipetted out into new clean 1.5 ml centrifuge tubes using a graduated glass Hamilton syringe. The samples were then placed in a vacuum concentrator (Labcono centrivap console) and the organic solvent was completely removed. The dried samples were stored at −80 if needed or run directly on a TLC plate.

#### Thin-layer chromatography

For TLC, the dried samples were resuspended in 40 μl CHCl_3_ and the entire volume was loaded on to Analtech channeled TLC plates with preadsorbent zones that allow loading of large volumes of samples (Analtech P43911). The lipids were then separated using hexane:diethyl ether:acetic acid (80:20:1) solvent system. The plates were exposed to phosphor imager screens overnight and revealed by using a Typhoon FLA 7000 phosphor imager. The density of the TAG bands was calculated using imageJ/Fiji.

### Preparation of single nuclei suspension from adult *Drosophila* abdominal cuticle

Forty adult male abdomens were quickly dissected in ice cold relaxing buffer (1xPBS, 10 mM EGTA and 10 mM MgCl_2_) by cutting off the last 2nd and abdominal segment with micro-scissors and hollowing out the abdomen by removing the intestines and male reproductive organs. The dissected tissue was then roughly chopped and transferred to a Dounce homogenizer. The relaxing buffer was replaced with 1.3 ml of nuclei lysis buffer from the Sigma NUC-201 Nuclei isolation kit. Single nuclei suspension from the homogenate was prepared according to the manufacturer’s instruction the in the NUC-201 kit. Briefly, a 1.5 M sucrose cushion was used for generating the gradient for density gradient centrifugation. Density gradient centrifugation was performed in 2 ml tubes using a SW55Ti rotor on a Beckman ultracentrifuge.

### Analysis of snRNA-Seq data

We used the 10X Genomics cellranger count pipeline (version 3.1.0) to analyze the demultiplexed FASTQ data and generated the single cell count matrix, once for each sample. We aligned the reads to a custom ‘pre-mRNA’ reference which was generated as described by 10X Genomics based on FlyBase R6.29. We applied SoupX (version 0.3.1) (Young and Behjati, 2018) to directly correct the count matrix from cellranger with fixed contamination value equals 0.45 for each sample. We filtered the cells beyond UMI counts ± 2 fold Standard Deviation of the average total sample counts (log10) after SoupX, which were regarded as doublets or dead cells in droplet. The quality filtered datasets were combined into a single Seurat (version 3.1.2) object (Stuart et al., 2019) and integrated using Harmony (version 1.0) (Korsunsky et al., 2019) with default analysis workflow and parameters. FindClusters function in Seurat was applied to identify cell clusters. The number of cell clusters identified depended on the number of PCs used for the clustering analysis (resolution). A resolution of 0.1 was chosen as clustering parameter for Figure 2B. A resolution of 0.4 was chosen as clustering parameter for Figure 2—figure supplement 3A. The code for the snRNA-Seq analysis can be found at https://github.com/liuyifang/Drosophila-PDGF-VEGF-signaling-from-muscles-to-hepatocyte-like-cells-protects-against-obesity (Ghosh, 2020; copy archived at; swh:1:rev:f1ad799015c901dad378f6e488dc38f4a19fd703) Dot-and-Violin plots were generated using the Seurat DotPlot and VlnPlot functions. We performed pathway enrichment analysis on marker genes with positive fold change for each cluster as described in Tang et al., 2018. Gene sets of Transcription Factor (TF) target genes of major signaling pathways were assembled manually (unpublished data). Enrichment p-value was calculated based on the hypergeometric distribution using the background of 11863 genes identified as expressed in this dataset. The strength of enrichment was calculated as negative of log10(p-value), which is used to plot the heatmap. The snRNA-seq data is available at the gene expression omnibus (GEO) under the accession code GSE147601.

### Quantification and statistical analysis

Graphical representation and statistical analysis of all quantitative data was performed using GraphPad Prism eight software (www.graphpad.com). Quantification of lipid droplet size was performed using CellProfiler and the pipeline used will be made available upon request to the corresponding author (Lamprecht et al., 2007). For each data point a total of about 10 images acquired from one of the adipose tissue lobes of each animal was analyzed. We counted hundreds of lipid droplets per image and the mean lipid droplet size from these images is reported as a single data point per animal. Quantification of fluorescent intensities of immunostained samples was performed using a custom-made ImageJ (Fiji) macro (also available upon request).

For starvation resistance studies, the data is presented as Kaplan-Meier survival plots. Statistical significance for the survival plots was determined using the Log-Rank (Mantel-Cox) test. For all other quantifications, including the data for TAG quantification, the data is presented as either bar plots or dot plots with the error bars showing standard error of mean. Methodologies used for determining statistical significance are mentioned in the figure legends. Asterisks illustrate statistically significant differences between conditions. ****p<0.0001, 0.0001<***p<0.001, 0.001<**p<0.01 and 0.01<*p<0.05.

## Data Availability

Sequencing data have been deposited in GEO under the accession number GSE147601. Elsewhere, data can be visualized at: www.flyrnai.org/scRNA/abdomen/. Data code can accessed at: https://github.com/liuyifang/*Drosophila*-PDGF-VEGF-signaling-from-muscles-to-hepatocyte-like-cells-protects-against-obesity (copy archived at https://archive.softwareheritage.org/swh:1:rev:f1ad799015c901dad378f6e488dc38f4a19fd703/). The following datasets were generated: GhoshACTattikotaSGYifangLComjeanAYanhuiHBarreraVSuiSJPerrimonN2020Drosophila PDGF/VEGF signaling from muscles to hepatocyte-like cells protects against obesityNCBI Gene Expression OmnibusGSE147601 GhoshACTattikotaSGYifangLComjeanAYanhuiHBarreraVSuiSJPerrimonN2020Drosophila PDGF/VEGF signaling from muscles to hepatocyte-like cells protects against obesityDRSC/TRiP Functional Genomics Resourcesabdomen

How the deposited data were processed for this re-analysis (not part of the article)

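Single-nuclei RNA-sequencing of adult male abdominal cuticles was analysed in 4 libraries, 2 of *oeno ts>EGFP* and 2 of *oeno ts>tsc1,tsc2*, each from 40 abdomens. The authors made the deposited counts with cellranger on a pre-mRNA reference, subtracted ambient RNA with SoupX at a fixed contamination fraction and removed nuclei beyond 2 SD of the mean log10 total. The counts in the 2 deposited tables are whole numbers of UMIs per gene and nucleus for 13955 genes, not scaled for depth and not corrected between libraries. Because the authors removed nuclei of extreme totals as doublets or dead cells, no doublet caller was run here. The authors' clusters of the control nuclei, numbered 0 to 15, gave the tissue of those nuclei. Of the *oeno ts>tsc1,tsc2* nuclei, an annotation by the authors was not used here. All 25141 nuclei and 12601994 UMIs entered the work, and nuclei carried between 254 and 3006 UMIs. The annotation used for coordinates is of Release 6 of the genome, the release that the authors' FlyBase annotation also describes. Whether the counting kept strands apart is not given in the sources used here, so overlaps with other counted genes are given beside the genes whose values are reported here, as far as the annotation lists them under the same symbol.

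From the deposited counts, sums per library and tissue were computed and expressed as CPM, with mean ± SD over the 2 libraries of a genotype. The CPM of *blanks*, *CG33143* and *CG7530* are scaled by edgeR's TMM factors as well. Wilson intervals at 95% give the counting error of shares of nuclei, and a count of 0 is taken to allow up to 3 counts. Intervals and floors cover counting error only. Control tissues followed the deposited clusters. For comparisons of genotypes, all libraries were clustered together in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, igraph 0.11.9), with 2000 variable genes, centring per library, 30 principal components, 20 nearest neighbours, seed 1 and resolution 0.1. Clusters were named from lists of 9 adipose tissue, 10 oenocyte, 14 muscle, 7 cuticle and 9 male tract markers, among others, where at least 3 markers were at least 2-fold higher than in the other nuclei. Most of these markers had been seen in Supplementary file 2 or the figures. The clusters of Supplementary file 2 were matched to deposited clusters by the percentages of nuclei it lists. Sums were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, its default filter on low counts, Benjamini-Hochberg adjustment, threshold 0.05). Standard errors given with edgeR were derived as the log2 fold change over the square root of the F statistic. They restate the test and are not a separate estimate of spread. Gene sets were tested with camera and fry of limma 3.58.1. DESeq2 1.42.0 was run as an alternative. The samples, the alternatives, the marker lists, the rule for named genes and the tests of the main comparisons were fixed before the data were examined. The tests of *Sulf1* and *vvl*, camera with an estimated correlation and most tests of explanations were added later.

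The named genes were those the paper names for its snRNA-seq data, the ligands *Pvf1*, *Pvf2* and *Pvf3*, the transgenes (of which *gal4* alone was analysed here), lipogenic and insulin signaling genes, and starvation genes that were called or, up to 6, changed most beyond 1.5-fold. Added to these were the 5 genes with the largest increase and the 5 with the largest decrease in oenocytes past the threshold and alike in all 4 pairs of libraries. The top genes shown in Figure 7D belong to the same rule and appear where they name a cluster. The alternatives were DESeq2, library totals alone, no filter on low counts, at least 10 counts in every library, the replicate number or library as a block, nuclei under 200 UMIs left out, another assignment of tissues, the paper's scale, thinned nuclei and each library left out in turn. Where a genotype is left with 1 library, that library is assumed to vary like the others. Clustering without the called genes and the blocked interaction with a library left out were added after seeing the data.

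Tissues of the same library come from the same animals. The deviations of the control libraries from their mean correlated, over 7175 genes, at 0.634 between adipose tissue and oenocytes, 0.616 between adipose tissue and muscle and 0.525 between oenocytes and muscle, so the library pairs the sums in comparisons of tissues. The scripts' methods were tested on simulated data with known genes changed by 2 on the log2 scale. edgeR recovered 79.8% of them between tissues (6829 genes), 44.2% between genotypes in oenocytes (5816 genes), 39.4% in adipose tissue (7703 genes) and 64.9% in muscle (6963 genes). For the interaction of genotype and tissue without a block it recovered 0.5% for oenocytes against adipose tissue (6992 genes) and 0.5% for oenocytes against muscle (7428 genes), where DESeq2 recovered 14.7% and 8.2%. For sets of 20 genes with no change, 4% had a p under 0.05 with camera, 0% with an estimated correlation and 9% with fry; with a log2 change of -1 these were 100%, 82% and 87% (6112 genes). In simulated nuclei the joint clustering gave 93.2% of 6000 nuclei their tissue and the classifier 100% of 3000.

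A median nucleus of about 411 UMIs over all libraries means that a gene at 100 CPM is seen in few nuclei, so single nuclei were not compared and low genes are given with their counts. Genotype and experiment coincide, and no library of either genotype was prepared in both. EGFP, *Tsc1* and *gig* are not analysed here, nor is the full gene set of the pathway term. No sample was left out.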

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

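The tests of neighbouring genes and of gene length were set before their results were seen; the tests of batch, ambient RNA, counted nuclei and marker loss, that of the muscle nuclei, the blocked interaction with libraries left out and the clustering without the called genes were chosen only after the results were seen.

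The paper reports the starvation genes of the oenocyte comparison, and 241 genes outside that list differed between *oeno ts>tsc1,tsc2* and *oeno ts>EGFP* oenocytes (edgeR, Benjamini-Hochberg). In adipose tissue 0 genes were called (940 of 8004 at an unadjusted p under 0.05; DESeq2 152), or 40 without *oeno ts>EGFP* replicate 1 and 2 without *oeno ts>tsc1,tsc2* replicate 1. The count depends on single libraries, being 0 without *oeno ts>EGFP* replicate 2 (775 at an unadjusted p under 0.05) and 97 without *oeno ts>tsc1,tsc2* replicate 2. A batch difference that acts on every tissue alike would cancel in the interaction of genotype and tissue. With the library as a block, that interaction called 221 genes for oenocytes against adipose tissue, which argues against it as the whole source, although leaving out a library gave 19 (without *oeno ts>EGFP* replicate 1), 125 (without *oeno ts>EGFP* replicate 2), 431 (without *oeno ts>tsc1,tsc2* replicate 1) and 371 (without *oeno ts>tsc1,tsc2* replicate 2). Ambient RNA that differs between libraries would raise the same genes elsewhere, but the median rise of the genes called higher was 2.79% of the oenocyte rise in adipose tissue and 4.22% in muscle. Of these genes, 62 of 99 were also higher in adipose tissue (median log2 fold change 0.30) and 77 of 95 in muscle (0.42). A small shared part therefore stays open for them too. The genes called lower were also lower in adipose tissue for 107 of 134 (median log2 fold change -0.71) and in muscle for 116 of 131 (-0.59). Their median fall in CPM was 7.09% of the oenocyte fall in adipose tissue and 12.8% in muscle, which argues against ambient RNA as the whole source, but it was as large as in oenocytes for 12 genes in adipose tissue and 10 in muscle, and a shared part stays open. Nuclei of other tissues counted as oenocytes would bring their markers. The highest median of such markers in *oeno ts>tsc1,tsc2* oenocytes was 6.99% of the level in their own tissue, for adipose tissue, and the *oeno ts>EGFP* oenocytes had 11.2% and 8.00%. An even loss of oenocyte transcripts is excluded by markers that stayed or rose, up to 1.37 for *ImpL2*, while *CG17560* had -3.86. A gene length bias would part the genes called higher from those called lower, whose median lengths were 8815 and 6691 bp (two-sided permutation p = 0.529).

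What stays open is a batch or strain difference that acts on oenocytes alone, which cannot be told apart from the genotype because the number of genotypes prepared in both experiments was 0. Both called groups were also longer than tested genes, whose median was 2727 bp, by 3.23 and 2.45 times (permutation p = 0.0001, the smallest that 10000 draws can give), and this was not explained. Genes called higher also lay close to each other in the genome (permutation p = 0.000500), in groups spread over 2L, 2R, 3L and X. Insertions that act on neighbouring genes remain a candidate source for single groups, and the closeness over all groups does not point to them. The loss of TOR signaling, which the design names, is an untested biological explanation for the rest.

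The genotype effect differed between oenocytes and adipose tissue by a test of the difference itself for 5 genes without a block (edgeR, Benjamini-Hochberg; 619 of 7201 at an unadjusted p under 0.05). The log2 differences of effect were 5.79 for *CG15625*, -4.75 for *Dic1*, 4.42 for *Bsg25D*, 3.83 for *capu* and -3.89 for *CG7530*; apart from *CG15625*, these genes were chosen after their values were seen. The effects had opposite signs in these tissues for *Bsg25D*, *capu* and *CG7530*. In CPM scaled by TMM, *CG7530* was at 86.8 and 92.8 in *oeno ts>EGFP* and 27.2 and 30.1 in *oeno ts>tsc1,tsc2* oenocytes. In adipose tissue it was at 31.8 and 36.6 and at 194 and 124. Leaving out each library in turn (*oeno ts>EGFP* replicate 1 or 2, *oeno ts>tsc1,tsc2* replicate 1 or 2) gave 0 genes each time, and simulated data showed almost no power for this fit without a block. DESeq2 called 164 genes. For oenocytes against muscle 0 genes were called (609 of 7610 at an unadjusted p under 0.05; DESeq2 84), and with the library as a block 138, or 1 with either *oeno ts>EGFP* replicate left out, 466 without *oeno ts>tsc1,tsc2* replicate 1 and 364 without *oeno ts>tsc1,tsc2* replicate 2, and library totals alone moved the median of all genes from -0.05 to 0.20. A batch difference that acts alike on both tissues cancels in these tests by construction, and a batch or strain effect on a single tissue cannot be told apart from the genotype, since each genotype was prepared on its own.

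In muscle, where the driver is not meant to act, 9 genes were called (edgeR, Benjamini-Hochberg; 588 of 7238 at an unadjusted p under 0.05), 8 higher and 1 lower. Named after their values were seen, they are *CG18628* (14 counts in *oeno ts>EGFP* and 5332 in *oeno ts>tsc1,tsc2*), *CG42521* (0 and 1103, at least 343-fold higher against a floor of 3 counts over the group), *Spn77Bc* (2 and 174, ratio 81.1, counting interval 22.1 to 675), *CG17242* (0 and 112, at least 34.8-fold higher), *CG8072* (3 and 100, ratio 31.1, 10.3 to 153), *CG42828* (1 and 167, ratio 156, 27.5 to 6183), *Sytbeta* (34 and 1502), *CG6055* (7 and 146) and *Sgp*, which fell by 4.04 on the log2 scale and by 5.27 in oenocytes. *Sytbeta* overlaps 12 other counted genes, 10 of them on its strand, and *CG8072* overlaps *dpr10*. Leaving out a library raised the count, to 79 without *oeno ts>EGFP* replicate 1, 57 without *oeno ts>EGFP* replicate 2, 327 without *oeno ts>tsc1,tsc2* replicate 1 and 411 without *oeno ts>tsc1,tsc2* replicate 2. Library totals alone moved the median of all genes from 0.00 to -0.10 and called 13. A kind of nucleus counted as muscle in *oeno ts>tsc1,tsc2* may carry some of them. *CG18628* and *CG42521* occurred in the same nuclei (odds ratios 25.7 and 150, Fisher's exact test p = 1.24e-17 and 1.12e-06 over the nuclei of *oeno ts>tsc1,tsc2* replicates 1 and 2), and nuclei with either carried muscle or cuticle markers less often (odds ratios 0.401 and 0.347, Fisher's exact p = 1.41e-05 and 0.0626). These p values are over nuclei, not animals. In the clustering without the called genes, *CG42521*, *Sytbeta* and *CG18628* led a cluster with male tract genes, and 4 genes were called in muscle. A batch, strain or dissection difference between the experiments cannot be told apart from the genotype, and no biological explanation was tested.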

How the results depend on the processing

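The clustering without the called genes and the blocked interaction with libraries left out were chosen only after the results were seen; all other settings were fixed in advance. The cause of a change was not tested unless the setting itself gives it, as where fewer genes or libraries were tested. Leaving out nuclei under 200 UMIs removed 0 nuclei, so that setting says nothing.

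*Pvr* in oenocytes and *Egfr* in adipose tissue kept their direction and their call under DESeq2, library totals alone, both filters on low counts, the library as a block and the joint clustering, at 1.79 to 1.96 and 3.09 to 3.32. Without a replicate *Pvr* was at 1.57 to 2.21 and *Egfr* at 3.06 to 3.20, with no test. Measured as the ratio of shares of thinned nuclei with a UMI, *Pvr* moved to 1.40. The 6 markers of adipose tissue, oenocytes and muscle were higher in their own tissue under every setting run (thinned nuclei, joint clustering, each library left out). The differences in shares of nuclei ranged over the libraries left out from -24.7 to -11.6 points for adipose tissue, from -2.65 to 10.1 for oenocytes, where the sign changed without *oeno ts>tsc1,tsc2* replicate 2, and from 7.25 to 12.8 for muscle. They moved by less than the spread between libraries with the classifier (-14.7, 4.13 and 10.4) and in clustering without centring (-19.5, 3.97 and 11.2).

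Genes called in oenocytes numbered 415 under DESeq2, 688 with no filter on low counts, 415 with at least 10 counts in every library and 687 by 1.5-fold on the paper's scale, against 241; leaving out a library gave 0 to 289. Of the 241, 201 were shared with DESeq2, 150 with library totals alone (167 called), 209 with the classifier (233 called) and 230 with the clustering without the called genes (265 called). In adipose tissue, where 0 were called, DESeq2 called 152, no filter 290, at least 10 counts 4 and the replicate block 2, and leaving out a library gave 0 to 40. In muscle, against 9, DESeq2 called 47, no filter 105, at least 10 counts 50, the replicate block 135, the classifier 5 and the clustering without the called genes 4, and leaving out a library gave 57 to 411.

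For the interaction of oenocytes and adipose tissue, against 5, DESeq2 called 164, no filter 117, at least 10 counts 107, the library as a replicate block 221, the classifier 8 and the clustering without the called genes 1, and leaving out a library gave 0 each time. For oenocytes and muscle, against 0, DESeq2 called 84, library totals alone 1, no filter 69, at least 10 counts 50, the replicate block 138, the classifier 2 and the clustering without the called genes 1. With the block and a library left out together, the counts ran from 19 to 431 and from 1 to 466. The library pairs the sums in these fits. In comparisons of tissues the block called *Pvr* higher in adipose tissue than in muscle and changed no other call reported here.

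In comparisons of genotypes the replicates share only a number. The deviations of same-numbered libraries correlated at 0.226 in oenocytes, 0.318 in adipose tissue and 0.231 in muscle. The replicate block called 318 genes in oenocytes, 237 of them among the 241, and 1 starvation gene (*CG5107*, -2.46, adjusted p = 0.0305, edgeR; 0.00297 to 0.815 over the other edgeR settings).

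Starvation genes called over all genes tested, against 0, were 2 with no filter and 1 with the replicate block, and 0 to 1 with a library left out. Adjusted over the list alone they were 2 with no filter and 1 with the replicate block, and 0 to 2 with a library left out. Beyond 1.5-fold, against 8, were 25 with no filter, 3 with at least 10 counts, 0 on the paper's scale and 17 by the ratio of means, and 13 to 14 with a library left out. Of the lipogenic genes, against 1 called, DESeq2, no filter and at least 10 counts each called 2, and leaving out a library gave 0 to 1. Adjusted over the list alone, against 2, library totals alone called 4, DESeq2, no filter, at least 10 counts and the replicate block each called 3, and leaving out a library gave 1 to 3.

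Among the named genes with a fitted value, those that kept direction and call were 30 of 32 under DESeq2, 31 of 32 with library totals alone, 29 of 32 with no filter, 14 of 15 with at least 10 counts, 31 of 32 with the block, 7 of 7 in the joint clustering and 25 of 25 with the classifier. Leaving out *oeno ts>EGFP* replicate 2 lost the call of 11 of 33. Reversals, neither of a called gene, were *InR* at -0.44 without *oeno ts>tsc1,tsc2* replicate 2 (range over the libraries left out -0.44 to 1.54) and *Thor* at 0.40 without *oeno ts>EGFP* replicate 1 (range -0.66 to 0.40). Of the oenocyte sums, that of *oeno ts>tsc1,tsc2* replicate 2 is the smallest, with 342188 UMIs, and no comparison of genotypes was repeated at another depth.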

Differences from the paper's values

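The joint clustering on which the shares and the starvation genes rest was planned, and no test in this part was chosen after the result was seen.

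The natural log difference of *Mhc* between muscle and other nuclei is 3.07 in the paper (Supplementary file 2) and 3.28 here, a difference larger than the SD between the libraries. Of the alternatives set before the data were examined, the joint clustering (3.17) came within that spread of the paper's value, while leaving out *oeno ts>EGFP* replicate 1 (3.36), leaving out *oeno ts>EGFP* replicate 2 (3.20) and thinned nuclei (3.29) did not. For *sls* the paper's value is 3.27 and the value here 3.50. Leaving out *oeno ts>EGFP* replicate 2 (3.38) came within the spread, and leaving out *oeno ts>EGFP* replicate 1 (3.61), thinned nuclei (3.49) and the joint clustering (3.44) did not. The nuclei are not the same ones, since the paper's muscle cluster is that of resolution 0.1 and the nuclei here are those of clusters 3 and 5 of the finer clustering. *Mhc* had a UMI in 29.4% of the muscle nuclei in the paper and in 38.0% here, and *sls* in 27.8% and 35.6%. Over the genes listed for a tissue these percentages differed from the paper's by a mean of 1.88 points in muscle and 0.0331 in oenocytes.

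Figure 7C gives the percentage of nuclei per cluster and genotype, and its bars were read by eye. For cluster 1, muscle, in *oeno ts>EGFP* the bar is at about 28 in Fig. 7C, read by eye, and the pooled share here is 17.6%; leaving out *oeno ts>EGFP* replicate 1 (16.7) or 2 (18.6), the classifier (14.6) and clustering without centring (16.7) did not close the gap. For cluster 3, marked by *soti*, in *oeno ts>EGFP* the bar is at about 3.8 in Fig. 7C, read by eye, against 0.229% here, and leaving out *oeno ts>EGFP* replicate 1 (0.174) or 2 (0.291) did not close it. For cluster 5, marked by *Elo68alpha*, the bars are at about 1.5 in *oeno ts>EGFP* and about 0.6 in *oeno ts>tsc1,tsc2* in Fig. 7C, read by eye, against 0.537% and 1.53% here. The *oeno ts>EGFP* value comes within the paper's without *oeno ts>EGFP* replicate 2 (1.14) and not without replicate 1 (0), and the *oeno ts>tsc1,tsc2* value does not without *oeno ts>tsc1,tsc2* replicate 1 (1.46) or 2 (1.55). For cluster 6, marked by *Sfp60F*, the bars are at about 1.5 in *oeno ts>EGFP* and about 0.5 in *oeno ts>tsc1,tsc2* in Fig. 7C, read by eye, against 0.471% and 1.83% here. The gap closes without *oeno ts>EGFP* replicate 2 (0.998) but not without replicate 1 (0), and without *oeno ts>tsc1,tsc2* replicate 1 (0.882) but not without replicate 2 (2.11). For cluster 7, marked by *Mst57Da*, in *oeno ts>EGFP* the bar is at about 0.8 in Fig. 7C, read by eye, against 0.209%, and neither leaving out *oeno ts>EGFP* replicate 1 (0.0124) nor 2 (0.430) closed the gap.

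The paper states that the share of nuclei in the major clusters and the top markers stayed similar between the genotypes. Of the 10 oenocyte markers fixed for naming, 5 passed the threshold as lower in *oeno ts>tsc1,tsc2* (*CG17560*, *geko*, *mtgo*, *LpR1* and *CG10237*, edgeR with Benjamini-Hochberg adjustment) and 5 did not. In both *oeno ts>tsc1,tsc2* libraries all 10 were higher in oenocytes than in the other nuclei, with lowest ratios of 4.83 and 5.05, in a cluster that was named from them. The adipose tissue share differed by -18.1 points (exact permutation test, p = 0.333, the smallest that this test can give with 2 libraries against 2). In Fig. 7C the bar of cluster 0, adipose tissue, read by eye, is at about 40 in *oeno ts>EGFP* and about 53 in *oeno ts>tsc1,tsc2*, against pooled shares of 57.8% and 43.0% here, a difference of the opposite direction. For muscle the bar in *oeno ts>tsc1,tsc2* is at about 18 in Fig. 7C, read by eye, below that in *oeno ts>EGFP*, whereas the pooled share here was higher in *oeno ts>tsc1,tsc2*, at 26.2%. The paper gives 15 clusters for the finer clustering, and the deposited annotation numbers 16. The paper states that no starvation gene changed by 1.5-fold. On its scale 0 did here too, with a largest difference of 0.350 against the paper's 0.316, while 8 did by the edgeR estimates, all lower, and 17 by the ratio of means, 10 lower and 7 higher. That scale adds 1 to the average, so a gene under 0.405 in the control cannot fall beyond the cutoff. DESeq2 put 1 gene beyond 1.5-fold as higher, library totals alone 2 and no filter on low counts 5, and leaving out a library 1 to 4.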

Other observations

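The tests of neighbouring genes, muscle and cuticle markers and ambient starvation transcripts were set before their results were seen; the comparison with genes called lower and with length-matched draws, and the tests of *EbpIII* and of the other male tract transcripts, of adipose tissue cluster 8 and of the bars of Figure 7C, were chosen only after the results were seen.

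Genes called higher in *oeno ts>tsc1,tsc2* oenocytes lay close to each other in the genome. Of the 97 with coordinates, 22 lay within 20 kb of another, against a median of 7 in 10000 draws of tested genes (one-sided permutation p = 0.000500). Against draws matched on gene length the median was 6 (permutation p = 0.0003). Among them are *CG15625*, *CG3036* and *snsl* (2L, 4889995 to 4906762) and *twi*, *CG9896* and *CG42741* (2R, 22985374 to 23048325), chosen after their values were seen. *snsl* and *CG3036* overlap, as do *twi* and both *CG9896* and *CG42741*. The other groups were pairs spread over 2L, 2R, 3L and X, such as *bdl* with *Atet*, *bic* with *Nmda1*, *msn* with *RpL8* and *pico* with *Hers*. Transgene insertions that act on their neighbours are a candidate explanation for single groups. They would act near their own sites only, so the closeness over all groups does not point to them. Genes called lower were also close, 21 of 132 against a median of 13 (permutation p = 0.0667), or 12 in length-matched draws (permutation p = 0.0321), so shared regulation of neighbours stays open, as do overlapping genes that share counts. The insertion sites were not analysed here.

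Transcripts of the male reproductive tract, whose organs were removed in dissection, were found in nuclei of every tissue. In adipose tissue, oenocytes and muscle they were at 2056, 1453 and 4981 CPM in *oeno ts>EGFP* replicate 1, at 258, 135 and 1868 CPM in *oeno ts>EGFP* replicate 2, at 6404, 6344 and 14049 CPM in *oeno ts>tsc1,tsc2* replicate 1 and at 1161, 453 and 4127 CPM in *oeno ts>tsc1,tsc2* replicate 2. Muscle over adipose tissue was 2.42, 7.25, 2.19 and 3.55, but the genes were not alike. In the same order of libraries *EbpIII* was 16.1, 15.6, 14.8 and 22.6 times higher in muscle than in oenocytes, where *apolpp*, a marker of adipose tissue, was 1.50, 2.22, 1.91 and 2.84 times higher. A ratio of at least 14.8 in every library argues against ambient RNA of the male tract as the whole source of *EbpIII* in muscle. Without *EbpIII*, muscle over adipose tissue was 2.05, 7.58, 1.75 and 1.71, at least 1.71 in every library, and *FASN3*, a marker of oenocytes, had 1.87, 3.40, 1.79 and 0.900. The level without *EbpIII* in adipose tissue was 1773, 34.8, 6102 and 985 CPM, and nuclei of the male tract and accessory gland clusters numbered 185, 1, 367 and 57. For these genes ambient RNA and transcripts of the nuclei themselves cannot be told apart, because markers of other tissues were also unequal between tissues. Deposited adipose tissue cluster 8 took 1.06% of its UMIs from these genes in replicate 1, 5.41 times the 0.195% of the other adipose tissue nuclei. Because the cluster is defined by these genes, nuclei carrying more ambient RNA and nuclei of another kind cannot be told apart.

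The control muscle nuclei may be of 2 kinds, muscle and cuticle-secreting epidermis. Over clusters 3 and 5, nuclei with a UMI of the muscle markers carried cuticle markers less often than the others, with odds ratios of 0.535 and 0.598 in replicates 1 and 2 (Fisher's exact test over nuclei, p = 2.23e-04 and 0.00221). Within cluster 3 alone the odds ratios were 1.34 and 1.82, and in cluster 5 2.92 and 0.858, so the separation runs between the clusters, which were themselves built from such genes, and nuclei that carry both remain possible.

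The starvation genes detected in oenocytes may be in part ambient RNA from other tissues. Of the 40 with a count in control oenocytes, 39 were not higher there than in both adipose tissue and muscle in both control libraries, and 1 was. Expression of these genes in the other tissues themselves would give the same, and remains equally open.

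Of the 18 bars read in Figure 7C, 13 were closer to the share found here in the other genotype than in their own, which is consistent with the genotypes being exchanged in the bars. The shares of a genotype sum to a whole and the bars are not independent, the oenocyte bars decide little, and a difference between the clusterings stays open.

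The lipogenic genes, which the paper measured by RT-qPCR in another experiment (Figure 5F), were looked up in *oeno ts>tsc1,tsc2* against *oeno ts>EGFP* oenocytes. *FASN3* had a log2 fold change of -2.36 (standard error 0.43, adjusted p = 0.0338, edgeR with Benjamini-Hochberg adjustment), lower in all 4 pairs of libraries, and was not called without *oeno ts>EGFP* replicate 2 (adjusted p = 0.348, against 0.0353 or less in the other edgeR settings). *ACC* had -1.37 (standard error 0.39, adjusted p = 0.100 over all genes and 0.0156 adjusted over the list alone, edgeR), *FASN2* -1.0 (standard error 0.41, adjusted p = 0.252, edgeR) and *FASN1* 0.57 (standard error 0.35, adjusted p = 0.458, edgeR). Adjusted over the list alone 2 of the 4 were called, 3 with DESeq2, no filter or at least 10 counts, 4 with library totals alone, 1 without *oeno ts>EGFP* replicate 1 and 3 without *oeno ts>tsc1,tsc2* replicate 2; where 3 were called, *FASN2* was added. *ACC* overlaps *Nup44A*. Of the insulin signaling genes none was called. *InR* was at 0.71 (adjusted p = 0.653), *Akt1* at 0.71 (0.384), *Pi3K21B* at 0.76 (0.311), *Pi3K92E* at -0.15 (0.904) and *Thor* at -0.20 (0.885), from the same edgeR test with Benjamini-Hochberg adjustment; *InR* turned to -0.44 without *oeno ts>tsc1,tsc2* replicate 2 and *Thor* to 0.40 without *oeno ts>EGFP* replicate 1. *gal4* itself was at 0.30 (adjusted p = 0.802, edgeR).

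The ligands of Pvr were highest in muscle among the control tissues. *Pvf1* was at 92.1 ± 15.3 CPM (SD, n = 2) in muscle, 17.2 ± 4.75 CPM in adipose tissue and 14.7 ± 10.4 CPM in oenocytes, a log2 fold change in oenocytes over muscle of -2.48 (standard error 0.46, adjusted p = 0.00511, edgeR with Benjamini-Hochberg adjustment). *Pvf2*, which overlaps *Ugt307A1*, was at 31.0 ± 11.3 CPM in muscle (adjusted p = 0.0304 against oenocytes, edgeR) and *Pvf3* at 32.5 ± 1.80 CPM (adjusted p = 0.0495, edgeR, but 0.125 with DESeq2 and 0.0702 with no filter on low counts), against 4.27 and 8.60 CPM in adipose tissue and 4.47 and 9.82 CPM in oenocytes, on 40 and 42 counts in muscle. The muscle nuclei here include those led by cuticle genes.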
